# Calcaneal Tendon Plasticity Following Gastrocnemius Muscle Injury in Rat

**DOI:** 10.3389/fphys.2019.01098

**Published:** 2019-09-03

**Authors:** Fabrício Reichert Barin, Ivo Vieira de Sousa Neto, Graciele Vieira Ramos, Alexander Szojka, Amanda Lima Ruivo, Carla Tatiana Mota Anflor, José David Hurtado Agualimpia, Allan Corrêa Domingues, Octávio Luiz Franco, Adetola B. Adesida, João Luiz Quaglioti Durigan, Rita de Cassia Marqueti

**Keywords:** muscle-tendon interaction, tendon disorders, tenocyte, muscle damage, calcaneal tendon

## Abstract

Cross-talk between skeletal muscle and tendon is important for tissue homeostasis. Whereas the skeletal muscle response to tendon injury has been well-studied, to the best of our knowledge the tendon response to skeletal muscle injury has been neglected. Thus, we investigated calcaneal tendon extracellular matrix (ECM) remodeling after gastrocnemius muscle injury using a rat model. Wistar rats were randomly divided into four groups: control group (C; animals that were not exposed to muscle injury) and harvested at different time points post gastrocnemius muscle injury (3, 14, and 28 days) for gene expression, morphological, and biomechanical analyses. At 3 days post injury, we observed mRNA-level dysregulation of signaling pathways associated with collagen I accompanied with disrupted biomechanical properties. At 14 days post injury, we found reduced collagen content histologically accompanied by invasion of blood vessels into the tendon proper and an abundance of peritendinous sheath cells. Finally, at 28 days post injury, there were signs of recovery at the gene expression level including upregulation of transcription factors related to ECM synthesis, remodeling, and repair. At this time point, tendons also presented with increased peritendinous sheath cells, decreased adipose cells, higher Young’s modulus, and lower strain to failure compared to the uninjured controls and all post injury time points. In summary, we demonstrate that the calcaneal tendon undergoes extensive ECM remodeling in response to gastrocnemius muscle injury leading to altered functional properties in a rat model. Tendon plasticity in response to skeletal muscle injury merits further investigation to understand its physiological relevance and potential clinical implications.

## Introduction

Acute and chronic tendon disorders, most commonly affecting the calcaneus tendon (CT), account for up to 50% of all sports injuries (Jarvinen et al., 2005b; Egger and Berkowitz, 2017). Tendons are fundamental biomechanical structures that connect muscles to bone to produce movement through force transmission (Wang et al., 2012). Tendons improve the economy of movement and amplify power output by their spring-like properties (Benjamin et al., 2008; Roberts and Azizi, 2010; Wilson and Lichtwark, 2011; Wang et al., 2012). Tendons also perform as mechanical buffers to protect skeletal muscle during contraction (Konow et al., 2012).

To perform this range of actions, tendons present abundant specialized extracellular matrix (ECM) resistant to tensile and compressive forces composed of approximately 70% of water by mass and collagen (mostly type I and III), proteoglycans, and other non-collagenous proteins organized in a hierarchical manner (Kjaer, 2004; Lavagnino et al., 2015). In addition, tendon contains a relatively small number of cells known as tenocytes arranged along collagen type I fibers forming an interconnected 3-dimensional network of cell and ECM. Importantly, the tenocytes transduce muscle-dependent loads to elicit functional remodeling of the ECM; tendons therefore demonstrate plasticity for dynamic adaptation in response to mechanical demands (Benjamin et al., 2008; Andarawis-Puri et al., 2015; Bohm et al., 2015; Lavagnino et al., 2015).

Homeostasis between tendon and muscle units requires a continuous bidirectional communication or cross-talk between tenocytes and muscle cells, known as myocytes (Schweitzer et al., 2010; Peng et al., 2017; Connizzo and Grodzinsky, 2018). Peng et al. (2017) reported that CT rupture and reconstruction led to “morphomechanical alterations” including a decrease of fascicle length, muscle thickness, and mechanical properties of the associated gastrocnemius muscle. This implies that tendon rupture and immobilization perturbed the bidirectional communication between tendon and muscle with functional consequences. On the other hand, Connizzo and Grodzinsky (2018) demonstrated that tendon can be affected by muscle using a mouse rotator cuff explant culture model which included the humeral head, supraspinatus tendon, and supraspinatus muscle. The authors found that pro-inflammatory cytokines from muscle and bone during stress deprivation culture, i.e., culture without mechanical stimuli, may cause tenocyte death after 3 days, which suggests a potential muscle-derived mechanism for onset of tendinopathy. Elsewhere, abnormal tendon loading such as underloading in cases of stress-shielding has been shown to induce an inflammatory response that weakens the structure and raise susceptibility to tendinopathies (Arnoczky et al., 2007; Cook and Purdam, 2009; Freedman et al., 2015; Bittencourt et al., 2016; Fouda et al., 2017). Such heterotypic interactions between tendon and skeletal muscle units may thus play a role in the etiology of tendinopathies and be relevant for clinical rehabilitation (Subramanian and Schilling, 2015).

Tendon morphogenesis is mediated by interactions with skeletal muscle *via* growth factors, protein migration, and force transmission (Freedman et al., 2015; Subramanian and Schilling, 2015). One of the major mechanosensitive pathways that control tendon responses to muscle-dependent loads during development and throughout life involves activation of latent transforming growth factor beta (*TGF-β*) in tendon ECM. This induces *SMAD* 2/3-dependent signal transduction and expression of transcription factors [e.g., mohawk homeobox (*MKX*), scleraxis (*SCX*), and *ERG1*] to induce collagen and proteoglycan synthesis (Subramanian and Schilling, 2015). Presumably, disruptions in muscle integrity as in the case of injury might lead to imbalances in these well-coordinated dynamic systems that in turn disrupt tendon integrity as well.

Although the cross-talk between tendon and muscle has been studied in recent years, to the best of our knowledge tendon plasticity in response to skeletal muscle injury has been neglected entirely. Thus, the aim of this study was to investigate the temporal effects of gastrocnemius muscle injury on the CT. We hypothesized that skeletal muscle injury would induce the CT to undergo maladaptive remodeling at the transcriptional level with concomitant harmful effects to morphology and biomechanical properties.

## Materials and Methods

### Animals and Experimental Groups

All procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals (U.S. National Research Council, Washington D.C., USA). The research protocol received approval from the Animal Research Ethics Committee of the Catholic University of Brasilia, Brasília, Brazil (protocol number: 028/2015). Sixty-eight male Wistar rats (*Rattus norvegicus albinus*; weighing 300 +/− 25 g and 4 months of age at the start of experiments) were randomly divided into four experimental groups: control (C) group (animals not exposed to muscle injury) and 3, 14, and 28 days post gastrocnemius muscle (GA) injury (3D, 14D, and 28D). These time points were chosen to capture possible alterations in tendon during the three phases of the muscle regeneration process. Three days post-injure represents a degeneration/inflammation phase characterized by rupture and necrosis of the myofibers, formation of a hematoma, and inflammatory response. Fourteen days post-injure represents the remodeling phase characterized by maturation of regenerated myofibers with recovery of muscle function, fibrosis, and scar tissue formation. Twenty-eight days post-injure represents the complete or partial muscle maturation/functional repair. (Laumonier and Menetrey, 2016). The rats were placed in collective cages with members of the same group (3–4 animals/cage) with water and standard rodent chow (Purina^®^, Descalvado, São Paulo, Brazil) available *ad libitum* and exposed to 12 h light/dark cycles with temperature maintained at 20–22°C during the experiments.

### Muscle Injury (Cryolesion) Protocol

The rats were anesthetized with an intraperitoneal injection of xylazine (12 mg/kg of body weight) and ketamine (95 mg/kg of body weight) for the surgical procedures. To induce muscle injury in the medial and lateral belly of the GA, the skin around the muscle was first trichotomized and cleaned. A transversal skin incision (1 cm) over the muscle belly was then performed to expose the GA muscle. To induce cryo-lesions, a rectangular iron bar (length = 4 cm; width = 0.4 cm and height = 0.4 cm; total area = 6.56 cm^2^) was frozen in liquid nitrogen and then applied twice for 10 s to the GA muscle belly. The same procedure was repeated twice with a 30 s interval in between. After that, the skin was sutured using nylon thread 4–0 (Shalon Medical). This protocol is a common procedure and has already used in other studies (Miyabara et al., 2006; Oliveira et al., 2006; Durigan et al., 2008; Vieira Ramos et al., 2016) promoting muscle injury in TA muscle. This model induces a homogeneous injury in GA restricted to the surface region of the muscle belly which produces injuries similar to muscle contusion lesions (Jarvinen et al., 2005a).

### Muscle and Tendon Sample Collection

One at a time, the animals were euthanized using an intraperitoneal injection of xylazine solution (24 mg/kg of body weight) and ketamine (100 mg/kg of body weight) after the experimental periods and harvested. The CT was immediately dissected from posterior paws (3–8 min) and either; (1) frozen in RNase-free microtubes using liquid nitrogen (for qPCR) and then stored at −80°C; (2) fixed with 4% formaldehyde in (PBS, pH 7.4) for histological analysis; or (3) placed in physiological saline to prevent drying for mechanical testing. CT samples were approximately 8 mm in length and 1.5–2.5 mm in diameter.

### Muscle Histological Analysis

Serial histological cross-sections of the GA belly muscles were obtained (10 μm) using a cryostat microtome (Microm HE 505, Jena, Germany). The cross-sections were stained with hematoxylin and eosin (HE, Sigma Aldrich, St. Louis, MO, USA). Pictures of the cross-sections were acquired using an Olympus BV51 microscope equipped with an SV Micro Sound Vision digital camera (Preston South, Australia) at 10× magnification.

To confirm the presence of GA muscle injury in the cryo-lesion model, the signs characterized were: the presence of tissue infiltration with polymorphonuclear cells, disrupted and hypercontracted muscle fibers as well as centralized nuclei as previously reported (Oliveira et al., 2006; Durigan et al., 2008; Vieira Ramos et al., 2016). Posteriorly, one histological cross-section of each GA muscle located in the central region of muscle injury was choose to measure the total cross-sectional area, injury area, and uninjured area of the muscle using a software for morphometry (Image J 1.44p - National Institutes of Health, Bethesda, MD). To measure those areas, previously, pictures of the cross-section of each muscle were obtained by light microscopy to reconstruct the total muscle cross-section using a software PTGui Pro version 11.15. These procedures permitted us to identify and measure the injury and uninjured areas of the muscle for clarifying the injury × recovery time points.

### Calcaneus Tendon Histological Analysis

To evaluate morphological properties, the CT from 16 animals (4 per group) was fixed using 4% paraformaldehyde in phosphate-buffered saline (PBS) for 24 h at 4°C. After this step, they were washed in distilled water, serially dehydrated in ethanol, and embedded in paraffin.

Serial longitudinal sections (5 μm) of the peritendinous sheath and tendon proper were taken from the proximal and distal regions. The whole tendon was dissected out, and the longitudinal sectioning was cut (including proximal and distal regions) using glass knives and stained with hematoxylin and eosin (HE). This allowed investigation of adipose cells, blood vessels, and tendon cells from each region of the CT. Moreover, Masson’s trichrome staining was performed according to the standard procedures to examine the general appearance of collagen deposition (Woo et al., 2006; Tang et al., 2014). Pictures of the longitudinal-sections were acquired as described above. The proximal region of CT was determined by the myotendinous junction to its middle portion, and the distal region was determined by the middle portion to the CT enthesis.

### Image Analysis

For tendon H&E staining, 10 nonconsecutive digital images per region (peritendinous sheath and tendon proper, proximal and distal) were analyzed using Photoshop (Adobe Systems Inc., San Jose, CA, USA). A planimetry system using a translucent Weibel grid (Weibel, 1979) superimposed to each image was used to determine the volume density (Vv%) of adipose cells, blood vessels (lumen of blood vessel, endothelial cells, and perivascular sheath), other peritendinous sheath cells (includes all types of sheath cells, such as tenocytes, synovial cells, except adipose, and blood vessels cells), and tendon proper cells (fibroblasts and fibrochondrocyte-like cells). The stereology was performed by the point-counting method using coincidence of the grid points with the structures mentioned above. For the volume density estimation, the percentage of each structure in the peritendinous sheath and tendon proper was determined by multiplying the total number of grid points that coincide with the structures of interest by 100 and dividing by the total number of grid points falling on the peritendinous sheath or on the tendon proper.

ImageJ (National Institutes of Health, Bethesda, MD) was used in quantitative Masson’s trichrome analysis (Hernandez-Morera et al., 2016). Collagen fibers were quantified using these steps: image acquisition and processing, setting the scale, deconvolution of the color images, and quantification of the collagen fibers. The entire protocol was performed as described previously by Chen et al. (2018).

### RNA Extraction From TC Samples

Samples from 24 animals (6 per group) were homogenized in a tube containing five stainless steel balls (diameter, 2.3 mm) (BioSpec Products, Bartlesville, OK, USA) and three silicon-carbide sharp particles (1 mm) (BioSpec Products) by being shaken in a FastPrep-24 instrument (MP Biomedicals, Solon, OH, USA). To attain complete tissue homogenization, the shaking process was repeated seven times with ice cooling between each shaking step to help prevent RNA degradation. Total RNA was extracted according to the TRIzol method described by Chomczynski and Sacchi (1987). A NanoDrop^®^ spectrophotometer (ND-1000; NanoDrop Technologies Inc., Wilmington, DE, USA) was used to quantify RNA concentrations in each sample by determining the absorbance ratio of 260–280 nm. *TURBO DNA-freeKit* (Ambion – Life Technologies – 1907 M) was used for DNA digestion, according to the manufacturer’s recommendations.

### qRT-PCR Reverse Transcription

For the evaluation of CT gene expression, a total of 1 μg of RNA extracted from each tendon were converted into cDNA (final volume 20 μL) using *SuperScript^™^ VILO^™^ MasterMix* reverse transcriptase (Invitrogen-Cat. 11755-010) according to the manufacturer’s protocol. To perform reverse transcription, the samples were incubated at 25°C for 10 min, at 42°C for 60 min, and at 85°C for 5 min before being stored at −20°C in a freezer.

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

qRT-PCR was performed using *TaqMan Universal PCR Master Mix* system (Applied Biosystems, CA, USA – Cat. 4304437). Ten microliters of GoTaq Probe qPCR Master Mix (Promega – A6102) were homogenized and combined with 1 μL of the primer 20×, an amount of cDNA determined according to the standard curve, and water for a final volume of 20 μL. The amplification reaction was performed by QuantStudio^™^ 3 (Applied Biossystems) according to the manufacturer’s instructions.

qRT-PCR was performed using a QuantStudio 3 Real-Time PCR System (Applied Biosystems) for the following genes: β-actin (*ACTB*), *ADAMTS-4*, biglycan (*BGN*), Type I collagen alpha 1 chain (*COL1A1*), Type III collagen alpha 1 chain (*COL3A1*), connective tissue growth factor (*CTGF*), decorin (*DCN*), *ERG1*, fibromodulin (*FMOD*), fibronectin (*FN*), glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), pro-insulin like growth factor IA (*IGF-1a*), interleukin-6 (*IL-6*), mohawk (*MKX*), matrix metalloproteinase-2 (*MMP-2*), ribosomal protein lateral stalk subunit P0 (*RPLP0*), scleraxis (*SCX*), Smad2 (*SMAD-2*), Smad3 (*SMAD-3*), syndecan-4 (*SDC-4*), transforming growth factor beta 1 (*TGF-β1*), tissue inhibitor of matrix metalloproteinase-1 (*TIMP-1*), tissue inhibitor of matrix metalloproteinase-2 (*TIMP-2*), tenascin C (*TNC*), tenomodulin (*TNMD*), and vascular endothelial growth factor (*VEGF*) (Table 1).

**Table 1:** List of tested genes.

mRNA	Code (life technologies)	mRNA	Code (life technologies)
*ACTB*	rn00667869	*MKX*	rn01755203
*ADAMTS-4*	rn02103282	*MMP-2*	rn01538170
*BGN*	rn01529736	*RPLP0*	rn03302271
*COL1A1*	rn01463848	*SCX*	rn01504576
*COL3A1*	rn01437681	*SMAD-2*	rn00569900
*CTGF*	rn01537279	*SMAD-3*	rn00565331
*DCN*	rn01503161	*SDC-4*	rn00561900
*ERG1*	rn00561138	*TGF-β1*	rn00572010
*FMOD*	rn00589918	*TIMP-1*	rn01430873
*FN*	rn00569575	*TIMP-2*	rn00573232
*GAPDH*	rn01775763	*TNC*	rn01454947
*IGF-1a*	rn00710306	*TNMD*	rn00574164
*IL-6*	rn01410330	*VEGF*	rn01511602

*β-actin (ACTB), ADAMTS-4, biglycan (BGN), Type I collagen alpha 1 chain (COL1A1), Type III collagen alpha 1 chain (COL3A1), connective tissue growth factor (CTGF), decorin (DCN), ERG1, fibromodulin (FMOD), fibronectin (FN), glyceraldehyde 3-phosphate dehydrogenase (GAPDH), pro-insulin like growth factor IA (IGF-1a), interleukin-6 (IL-6), mohawk (MKX), matrix metalloproteinase-2 (MMP-2), ribosomal protein lateral stalk subunit P0 (RPLP0), scleraxis (SCX), Smad2 (SMAD-2), Smad3 (SMAD-3), syndecan-4 (SDC-4), transforming growth factor beta 1 (TGF-β1), tissue inhibitor of matrix metalloproteinase-1 (TIMP-1), tissue inhibitor of matrix metalloproteinase-2 (TIMP-2), tenascin C (TNC), tenomodulin (TNMD), and vascular endothelial growth factor (VEGF)*.

For each gene, all samples were amplified simultaneously with technical duplicates from the same cDNA in a single run. The expression of each target gene was normalized based on the expression of the constitutive RPLPO gene, which was used as the control of endogenous RNA, due to lower intra and intergroup variability compared to the other housekeeping genes tested (*GAPDH* and β-actin). The ∆Ct values of the samples were determined by subtracting the mean Ct value of the target gene from the mean Ct value of the housekeeping gene. Subsequently, the ∆∆Ct values were calculated by subtracting the ΔCt value of the condition of interest from the ΔCt of the control condition. Finally, 2^−ΔΔCt^ values were computed for presentation of relative expression data.

It is important to highlight that the amount of sample and the efficiency of the reaction of each gene analyzed in the present study were determined from a standardization curve, having slope reference parameters equal to −3.3, *R*^2^ = 0.9–1.0 and efficiency above 90%. All data generated or analyzed in this study were displayed at a database repository Gene Expression Omnibus (GEO, NCBI) (Accession-GSE131884)^1^.

### Biomechanical Tests

The test length and cross-sectional area (CSA) of tendons were determined by measuring the width and thickness of three different parts of the test region using digital calipers (Digimess Instrumentos de Precisão Ltda., São Paulo, SP, Brazil) and multiplying their means before the test. The 28 tendons (7 per group) were fixed to an Instron 5500R test instrument by clamps attached to their proximal and distal regions. Custom-sized clamps wrapped with filter paper were used to protect the specimens from macroscopic damage and/or slipping off during testing (Probst et al., 2000). Each tendon was stretched to failure at a constant displacement rate of 1 mm/min using a 0.2 kN load cell (S2 transducer force – S2M/200N-1 – HBM, Inc., USA) (Tohyama and Yasuda, 2000). The data were used to construct force-displacement curves from which the stress-strain curves were derived. Based on these curves, the following parameters were calculated: displacement at maximum load (mm), maximum load (N), maximum stress (MPa), maximum strain (%), elastic modulus (MPa), energy to failure (N-mm), and CSA (mm^2^) according to de Cassia Marqueti et al. (2017) and Nakagaki et al. (2007). Each sample elastic modulus was calculated based on the slope of the linear portion of the stress-strain curve. All biomechanical tests for each time point were performed in a single day by a single operator.

### Statistical Analysis

The results from gene expression were presented according to Heinemeier et al. (2007b) and Marqueti et al. (2018). The Shapiro-Wilk test was applied to check for normality of variables, and Levene’s test was used to analyze homogeneity of variance. For the variables that did not have homogeneity of variance, the Welch test was applied to adjust the degrees of freedom of the residuals. Mean values were compared between groups by one-way ANOVA with the Bonferroni correction. In relation to the data that did not present normal distribution, the nonparametric Kruskal-Wallis test was applied. When appropriate pairwise comparisons were performed using Dunn’s procedure with Bonferroni correction for multiple comparisons, the level of significance was *p* ≤ 0.05. All analyses were conducted with statistical package for social sciences (SPSS, Inc., v. 21.0; IBM Corporation, Armonk, NY, USA) and GraphPad Prism 6.0 software (San Diego, California, USA). Stress-strain and force-displacement curves were generated using MATLAB (Release 2018A).

## Results

### Morphology of Muscle Lesions

In order to evaluate the presence of muscle injury after cryo-lesion, qualitative analysis of histological sections stained with HE was performed in all experimental groups (Figure 1). Cross-sectional area of GA muscle in C group showed intact muscle fibers, with no sign of injury (Figure 1A). In contrast, in 3D group post-injury, necrotic fibers, hypercontracted fibers, and inflammatory infiltrate, labeled in the figure by the flags [hash (#), paragraph (§), and asterisk (*), respectively], indicated the lesion was in the inflammatory phase of healing (Figure 1B). In the 14D group post-injury, centralized nuclei were visible (indicated in the figure by the black arrow), characterizing a regenerative process (Figure 1C). Finally, in the 28D group post-injury central nucleation had almost disappeared (a sign of regeneration in injured muscles) (Vieira Ramos et al., 2016), evidencing that muscle regeneration was nearing completion. In general, the characteristics described above confirm that cryo-lesion caused injury in the GA muscle.

**Figure 1:**
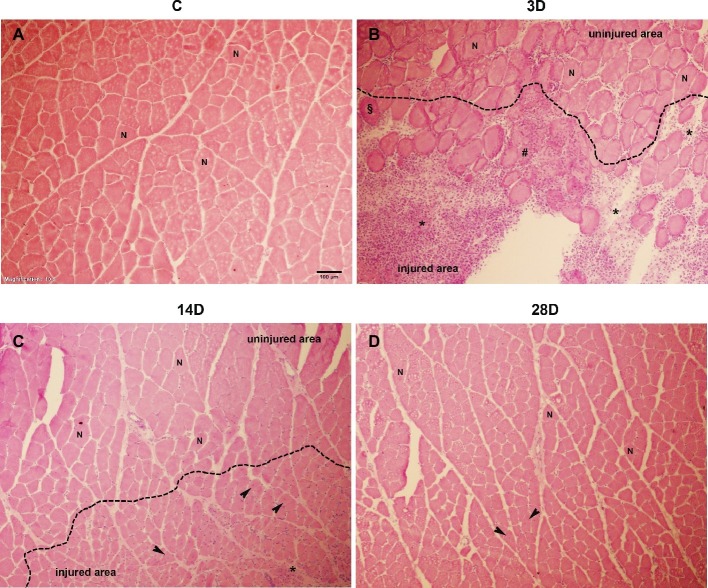
Histological sections of the muscle healing process of gastrocnemius muscle in four groups post-operation hematoxylin-eosin (HE) staining: **(A)**, control (C); **(B)**, 3 days post gastrocnemius muscle injury (3D); **(C)**, 14 days post gastrocnemius muscle injury (14D); **(D)**, 28 days post gastrocnemius muscle injury (28D). Inflammatory infiltrate (*), necrotic fiber (#), hypercontrated fibers (§); centralized nucleus (black arrow), and fibers with normal appearance (N). Magnification: 10×. The bar represents 100 μm.

### Animals Weight, Muscle Weight, and Injury and Uninjured Cross-Sectional Area of GA Muscle Middle Belly

We observed higher injury area in the 3D and 14 D groups when compared with the C group, respectively (*p* = 0.001; *p* = 0.001), besides the 14D group showed the lowest values when compared to the 3D group (*p* = 0.001). Additionally, the 28D group displayed lower injury area when compared with the 3D and 14D group, respectively (*p* = 0.001; *p* = 0.001). The total area was lower in the 14D group when compared with the C and 3D group, respectively (*p* = 0.001; *p* = 0.01; Table 2). No changes were observed in animals and muscle weight among the experimental groups (*p* > 0.05).

**Table 2:** Total and uninjured cross-sectional area of gastrocnemius muscle.

Groups	Animal weight (g)	Muscle weight (g)	Total area (mm^2^)	Injury area (mm^2^)	Injury area (%)
C	340.0 ± 23.85	1.66 ± 0.16	15.975 ± 1.542	0	0
3D	354.5 ± 34.6	1.67 ± 0.15	14.678 ± 2.303	1.773 ± 330.5^a^	12.1
14D	338.8 ± 22.2	1.56 ± 0.05	10.374 ± 1.141^a^^,^^b^	0.581 ± 0.13^a^^,^^b^	5.6
28D	361.5 ± 38.0	1.63 ± 0.15	12.484 ± 921.4^a^	0^b^^,^^c^	0

*The data are mean ± SD. The experimental groups: control (C), 3 days (3D), 14 days (14D), and 28 days post gastrocnemius muscle injury (28D)*.

a *Significantly different from C*.

b *Significantly different from 3D*.

c *Significantly different from 14D, p < 0.05. (n = 4 per group)*.

### Muscle Injury Alters Gene Expression in Rat Calcaneus Tendon

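The mRNA of 22 genes that build, turn over or regulate the tendon matrix was measured by qRT-PCR in CT of 22 rats. These were 5 rats in the C group, 5 in 3D, 6 in 14D and 6 in 28D, and each rat was a biological replicate. The paper states 6 animals per group. CTGF, ACTB and GAPDH were not analysed here. For each gene and rat the authors deposited the cycle threshold (Ct), the amplification cycle at which the fluorescence passes a set level, so that a later Ct means less mRNA. They also deposited the Ct minus that of RPLP0 (ΔCt) and the relative expression 2^−ΔΔCt against C. Of 484 values, 22 were equal, within a tolerance of 1e-06, to the mean of the other animals of their group, 12 of them in C and 10 in 3D, and 2 were blank, so that 460 values were taken as measured. The Ct ranged from 20.8 to 38.5 with a median of 29.1, and 24 wells lay above 35, where a Ct is less precise. In 6 animals the deposited ΔCt values implied more than 1 RPLP0 Ct, and these ΔCt values were used as deposited. In replicate 5 of 3D, TNC, TIMP-1, ERG1, ADAMTS-4 and MKX, among others, were normalized with 28.5, the mean of the other 3D animals. The own RPLP0 Ct of that animal was 27.1. Log2 expression was taken as ΔCt with its sign reversed, with the mean of C set to 0 for each gene, so that a difference of 1 is a 2-fold difference. The 4 groups were compared with limma in one model, and the p-values of 22 genes and 6 pairs of groups, 132 in all, were adjusted by the Benjamini-Hochberg method. A difference passed at an adjusted p under 0.05. A two-sided exact permutation test of the animals of each pair, not adjusted unless stated, was run for each gene.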

In order to analyze the GA lesion impact on CT, the expression of key genes that regulate the ECM in tendon homeostasis and remodeling was evaluated. 

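RPLP0, a protein of the stalk of the large ribosomal subunit, had a Ct, taken as the deposited Ct of the target genes minus their ΔCt, of 27.3 ± 1.91 (SD, n = 5) in C, 28.2 ± 2.37 (SD, n = 5) in 3D, 27.1 ± 1.15 (SD, n = 6) in 14D and 28.8 ± 1.28 (SD, n = 6) in 28D. It was 1.72 cycles later in 28D than in 14D (exact permutation p = 0.0303), and 1.57 cycles later in 28D than in C (exact permutation p = 0.134). The difference from C was made smaller by replicate 4 of C, at 30.6, while the other C animals stood at 26.1 to 26.9. A test of RPLP0 without this animal was not run, and 8 target genes had its value left out. Over the 22 animals the SD of RPLP0 was 1.73 cycles, and 20 of the 22 target genes had a larger SD of Ct. Relative to RPLP0, the mean log2 expression of the 22 target genes, over those measured in each animal, was -0.69 in 3D against C (exact permutation p = 0.119), -0.02 in 14D (exact permutation p = 0.942) and 0.27 in 28D (exact permutation p = 0.201). The same mean was 0.96 higher in 28D than in 3D (exact permutation p = 0.0130). Without replicate 2 of 3D the difference of 3D from C was -0.37 (exact permutation p = 0.246) and that of 28D from 3D 0.64 (exact permutation p = 0.0286), and without replicate 1 of C that of 28D from C was 0.13 (exact permutation p = 0.429). Taking the mean of the target genes as the reference removes these shifts, and taking the Ct alone, with no reference gene, puts the target genes of 28D at -1.36 against C. With the Ct alone, all genes measured in every animal move by the RPLP0 difference, 1.57 cycles for 28D against C and 1.72 for 28D against 14D. Genes with values left out in C move by another amount against C, as TGF-β1 in 28D, which turns from 0.57 to -1.84. Directions of 28D that turn with the Ct alone thus come from the RPLP0 Ct and are not separate results, while the size depends on the animals measured.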

Gene expression analysis was normalized by constitutive gene *RPLP0*. We also tested housekeeping genes *β-actin* and *GAPDH* but they were not stable; notably, *GAPDH* was the least stable gene expressed of all genes tested.

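TGF-β1, a growth factor that stimulates collagen synthesis by tendon fibroblasts, had a mean in 28D of 1.49 times that in C (log2 difference 0.57, SE 0.47, n = 6 against 4). All 6 animals of 28D lay above the 4 of C (exact permutation p = 0.00952), and the adjusted p from limma was 0.506, above the threshold. The SE rests on 1 spread over the 4 groups, with an SD of 0.05 in C, 0.27 in 28D and 1.47 in 3D. With only the 2 groups of the pair in the model the difference did not pass either. Against 3D the mean was 2.55 times as high (log2 difference 1.35, SE 0.47, n = 6 against 4, adjusted p = 0.0772), which did not pass either. All 6 animals of 28D lay above the 4 of 3D (exact permutation p = 0.00476, the smallest that 6 animals against 4 allow). Replicate 2 of 3D, at -2.95, was far below the other animals of its group, and without it the difference from 3D was 0.62 (adjusted p = 0.209), while it passed without replicate 4 or replicate 5 of 3D (adjusted p = 0.0372 and 0.0344). With the Ct alone the difference from C turned to -1.84.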

*Growth factors*: *TGF-β1* mRNA levels were upregulated in the 28D group when compared with C and 3D groups, respectively (*p* = 0.02; *p* = 0.001; Figure 2A). 

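VEGF, a growth factor that drives the formation of blood vessels, passed in none of the 6 pairs of groups, with a smallest adjusted p of 0.303 from limma. In 28D VEGF stood at 0.524 times its level in C (log2 difference -0.93, SE 0.63, n = 6 against 4), and 5 of 6 animals lay below all 4 of C (exact permutation p = 0.0286). The 95% interval of this log2 difference ran from -2.24 to 0.37.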

No changes were observed in mRNA levels of *VEGF* gene expression among the groups (*p* > 0.05; Figure 2B). *IGF-1a* mRNA levels were significantly upregulated in the 28D group when compared with the 3D group (*p* = 0.02; Figure 2C). 

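IGF-1a, a growth factor that promotes proliferation and matrix synthesis in tendon, had a mean in 28D of 3.52 times that in 3D (log2 difference 1.82, SE 0.64, n = 6 against 4). The adjusted p from limma was 0.0786, so the difference did not pass, and 5 of the 6 animals of 28D lay above all 4 of 3D (exact permutation p = 0.00952). Without replicate 4 of 3D, IGF-1a passed at a log2 difference of 2.18 (adjusted p = 0.0423), and without replicate 2 of 3D the difference was 1.39 (adjusted p = 0.275). Against C the mean of IGF-1a in 28D was 2.35 times as high (log2 difference 1.23, SE 0.64, n = 6 against 4, adjusted p = 0.275), and all 6 animals of 28D lay above the 4 of C (exact permutation p = 0.0143). This difference from C turned to -1.18 with the Ct alone.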

*CTGF* mRNA levels were downregulated in the 3D group when compared with the C group (*p* = 0.001; Figure 2D), whereas the 14D and 28D groups demonstrated upregulation when compared with the 3D group (*p* = 0.02 and *p* = 0.01, respectively; Figure 2D).

**Figure 2:**
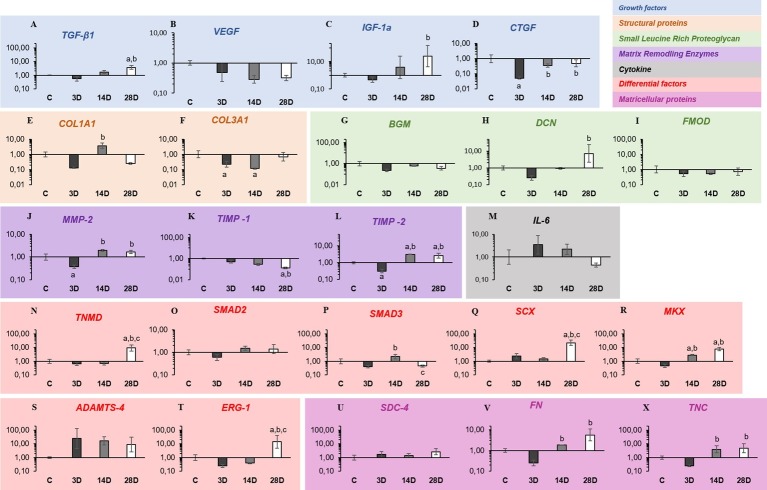
Gastrocnemius muscle injury modifies the gene expression related to ECM synthesis, remodeling, and tendon repair. **(A–D)** Growth factors (blue): transforming growth factor-beta 1 (*TGF-β1*), vascular endothelial growth factor (*VEGF*), pro-insulin like growth factor IA (*IGF-Ia*), and connective tissue growth factor (*CTGF*). **(E,F)** Structural proteins (light orange): collagen, type I, alpha 1 (*COL1A1*) and collagen, type III, alpha 1 (*COL3A1*). **(G,I)** Small leucine-rich proteoglycan (green): biglycan (*BGN*), decorin (*DCN*), and fibromodulin (*FMOD*). **(J–L)** Matrix remodeling enzymes (violet): matrix metalloproteinase-2 (*MMP-2*), tissue inhibitor of matrix metalloproteinases-1 (*TIMP-1*), and tissue inhibitor of matrix metalloproteinases-2 (*TIMP-2*). **(M)** Cytokine (gray): interleukin-6 (*IL-6*). **(N–T)** Differential factors (beige): tenomodulin (*TNMD*), Smad2 (*SMAD2*), Smad3 (*SMAD3*), scleraxis (*SCX*), mohawk (*MKX*), *ADAMTS-4*, and *ERG-1*. **(U–X)** Matricellular proteins (pink): Syndecan-4 (*SDC-4*), fibronectin (*FN*), and tenascin C (*TNC*). The experimental groups: control (C), 3 days post gastrocnemius muscle injury (3D), 14 days post gastrocnemius muscle injury (14D), 28 days post gastrocnemius muscle injury (28D). a, significantly different from C; b, significantly different from 3D; c, significantly different from 14D. *p* < 0.05 (n = 6 per group).

*Structural proteins*: *COL1A1* mRNA levels were downregulated in the 3D group when compared with the C group (*p* = 0.03; Figure 2E). However, the 14D group showed upregulation when compared with the 3D group (*p* = 0.001; Figure 2E). 

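COL1A1, which encodes the main chain of type I collagen, fell by 2.74 on the log2 scale in 3D against C, a 6.69-fold lower mean (SE 0.61, n = 4 against 4, adjusted p = 0.0117 from limma). All 4 animals of 3D lay below the 4 of C (exact permutation p = 0.0286, the smallest that 4 animals against 4 allow). The difference passed whichever of the 22 animals was left out. It did not pass on linear 2^−ΔΔCt values (adjusted p = 0.362), with Dunn's procedure, or when exact p-values were adjusted in place of those of limma.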

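From 3D to 14D COL1A1 rose 10.5-fold (log2 difference 3.39, SE 0.55, n = 6 against 4, adjusted p = 0.00053 from limma). All 6 animals of 14D lay above the 4 of 3D (exact permutation p = 0.00476). COL1A1 was also 4.00 times as high in 28D as in 3D (log2 difference 2.00, SE 0.55, n = 6 against 4, adjusted p = 0.0262), again with all 6 animals above the 4 of 3D (exact permutation p = 0.00952). The 14D difference also passed with the mean of all target genes as the reference (2.68, adjusted p = 0.00163) and failed on linear values (adjusted p = 0.0662). The 28D difference did not pass with that reference (0.992, adjusted p = 0.295). It did not pass without replicate 1 or replicate 2 of 3D either (1.913 and 1.698, adjusted p = 0.0970 and 0.0876).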

Regarding *COL3A1*, the 14D group displayed upregulation in mRNA levels when compared with the C group (*p* = 0.02; Figure 2F).

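COL3A1, a chain of the type III collagen that is laid down early in tendon repair, had a log2 difference of -2.34 in 14D against C (SE 0.87, n = 6 against 4), a mean 5.08-fold below that of C. The adjusted p from limma was 0.0940, so the difference did not pass, and 5 of the 6 animals of 14D lay below all 4 of C (exact permutation p = 0.0381). Replicate 3 was the animal above, and without it COL3A1 passed at -2.91 (adjusted p = 0.0274). In 28D the mean was -1.05 against C (SE 0.87, n = 6 against 4, adjusted p = 0.506, exact permutation p = 0.262).

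**Figure D1:**
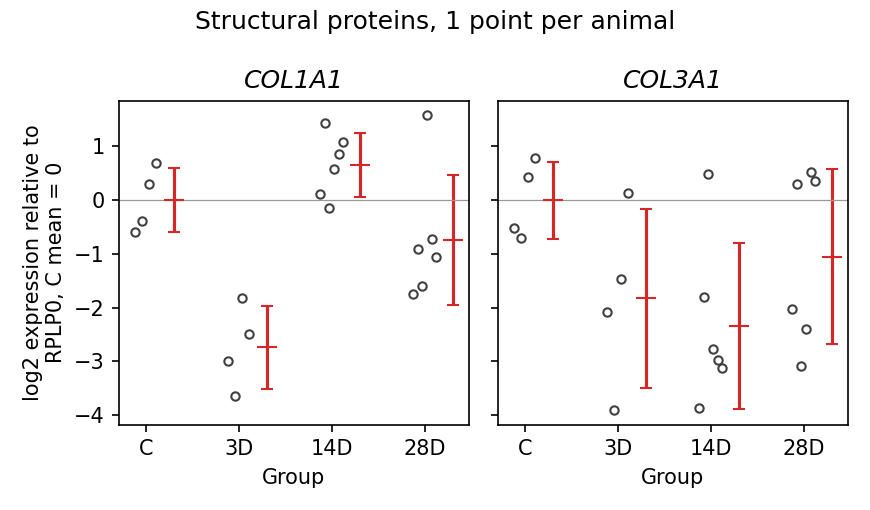
Log2 expression of COL1A1 and COL3A1 relative to RPLP0 in the C, 3D, 14D and 28D groups, with the mean of C at 0. Each open point is 1 animal and the red bars give the mean ± SD; the COL1A1 points of 3D lie between -3.65 and -1.83, below those of C and 14D, and the COL3A1 points of 14D lie between -3.88 and 0.49.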

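DCN encodes decorin, a small proteoglycan that binds collagen fibrils and limits their width. It rose 5.00-fold from 3D to 28D (log2 difference 2.32, SE 0.60, n = 6 against 4, adjusted p = 0.0177 from limma), and 5 of 6 animals of 28D lay above all 4 of 3D (exact permutation p = 0.0143). DCN was already higher in 14D than in 3D, by 3.75-fold (log2 difference 1.91, SE 0.60, n = 6 against 4, adjusted p = 0.0403), with 4 of 6 animals above all of 3D (exact permutation p = 0.0333). Against C the mean of DCN in 28D was 1.80 times as high, which did not pass (log2 difference 0.85, SE 0.60, adjusted p = 0.426, exact permutation p = 0.167). With the mean of all target genes as the reference neither rise from 3D passed (1.31 with adjusted p = 0.125 for 28D, and 1.20 with adjusted p = 0.184 for 14D). The 28D difference did not pass without replicate 1 or replicate 2 of 3D (2.24 and 2.00, adjusted p = 0.0690 and 0.0817). The 14D difference did not pass in 12 of 22 leave-outs (adjusted p up to 0.166), and was lowest at 1.58 without replicate 2 of 3D. The 28D difference from C turned to -1.94 with the Ct alone.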

*Small leucine rich proteoglycans (SLRP)*: *DCN* mRNA levels were significantly upregulated in the 28D group when compared with the 3D group (*p* = 0.001; Figure 2H). 

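BGN and FMOD encode biglycan and fibromodulin, small proteoglycans that take part in collagen fibril assembly. No pair of groups passed for BGN, with a smallest adjusted p of 0.333 from limma, or for FMOD, with a smallest adjusted p of 0.727. Against C, BGN had a log2 difference of -0.95 in 3D (SE 0.56, n = 4 against 5, exact permutation p = 0.0476) and of -0.05 in 14D (SE 0.51, n = 6 against 5). In 28D the log2 difference of BGN was -0.63 (SE 0.51, n = 6 against 5), and -0.29 without replicate 3 of 28D. FMOD had log2 differences of -0.54 in 3D, -0.39 in 14D and -0.36 in 28D against C, each with an SE of 0.74 to 0.78 and 5 or 6 animals in each group. The 95% intervals of the 6 pairs reached from -2.11 to 2.02 for BGN and from -2.15 to 1.72 for FMOD. Leaving out 1 animal moved the difference of FMOD in 3D to between -1.14 and -0.11, and turned BGN in 14D to 0.16 without replicate 1 of 14D, FMOD in 14D to 0.01 without replicate 4 of C and FMOD in 28D to 0.11 without replicate 3 of 28D, and with the Ct alone BGN in 14D turned to 0.10.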

No changes were observed in mRNA levels of *BGN* and *FMOD* (*p* > 0.05; Figures 2G,I).

*Matrix remodeling enzymes*: *MMP-2* mRNA levels were upregulated in the 3D group when compared with the C group (*p* = 0.02; Figure 2J), whereas the 14D and 28D groups demonstrated upregulation when compared with the 3D group, respectively (*p* = 0.001; *p* = 0.001; Figure 2J). Additionally, *TIMP-1* mRNA levels were downregulated in the 28D group when compared with the C and 3D group, respectively (*p* = 0.001; *p* = 0.002; Figure 2K). On the other hand, *TIMP-2* mRNA levels were downregulated in the 3D group when compared with the C group (*p* = 0.01; Figure 2L); however, the 14D and 28D groups showed upregulation compared with the C (*p* = 0.01; *p* = 0.04 Figure 2L) and 3D groups, respectively (*p* = 0.001; *p* = 0.001; Figure 2L).

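MMP-2, a gelatinase that degrades denatured collagen, stood in 3D at 0.590 times its mean in C (log2 difference -0.76, SE 0.37, n = 4 against 4, adjusted p = 0.239 from limma), a difference that did not pass. In 3D, 3 of 4 animals lay below all 4 of C (exact permutation p = 0.0857). From 3D, MMP-2 rose 2.26-fold to 14D (log2 difference 1.18, SE 0.34, n = 6 against 4, adjusted p = 0.0291) and 2.15-fold to 28D (1.11, SE 0.34, adjusted p = 0.0403). All 6 animals of 14D and all 6 of 28D lay above the 4 of 3D (exact permutation p = 0.00476 for each). With the mean of all target genes as the reference neither rise passed (0.47 with adjusted p = 0.393 for 14D, and 0.10 with adjusted p = 0.842 for 28D). Leaving out 1 animal at a time, the 14D difference no longer passed in 7 of 22 cases and the 28D difference in 13 (adjusted p from 0.0500 to 0.105 over both), replicates 1, 2 and 5 of 3D among them in both. Over all leave-outs the log2 differences stayed at 1.01 to 1.36 for 14D and at 0.94 to 1.29 for 28D.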

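TIMP-1, an inhibitor of matrix metalloproteinases, had a log2 difference of -0.50 in 28D against C (SE 1.21, n = 6 against 4, adjusted p = 0.870 from limma, exact permutation p = 0.752) and of -0.95 against 3D (SE 1.14, n = 6 against 5, adjusted p = 0.672, exact permutation p = 0.569). Neither difference passed, and both were smaller than the spread between animals, which reached from -3.44 to 4.33 in 28D and from -2.30 to 5.47 in 3D. The 5.47 of replicate 5 of 3D rests on an RPLP0 Ct of 28.5, the mean of the other 3D animals, in place of its own 27.1. In 14D the mean of TIMP-1 was -1.24 against C (SE 1.21, n = 6 against 4, adjusted p = 0.593), with 5 of 6 animals below all 4 of C (exact permutation p = 0.0238). The direction rested on single animals, since the 28D difference turned to 0.09 against C without replicate 5 of 28D and to 0.31 against 3D without replicate 5 of 3D. On linear 2^−ΔΔCt values it turned to 2.71 against C, and, as in ADAMTS-4, TNC and ERG1 but not in the 18 other genes, the Ct of replicate 3 of 28D was below that of replicate 4.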

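TIMP-2, which inhibits MMP-2 and also takes part in its activation, had a log2 difference of -1.19 in 3D against C (SE 0.43, n = 5 against 4, adjusted p = 0.0786 from limma), which did not pass, although all 5 animals of 3D lay below the 4 of C (exact permutation p = 0.0238). From 3D, TIMP-2 rose 2.94-fold to 14D (log2 difference 1.56, SE 0.39, n = 6 against 5, adjusted p = 0.0145) and 3.01-fold to 28D (1.59, SE 0.39, the same adjusted p). In 14D 5 of 6 animals lay above all 5 of 3D (exact permutation p = 0.00649), the exception being replicate 3 at -0.54, and in 28D all 6 did (exact permutation p = 0.00216, the smallest that 6 animals against 5 allow). Against C, TIMP-2 differed by 0.36 in 14D (SE 0.41, n = 6 against 4, adjusted p = 0.652, exact permutation p = 0.200) and by 0.40 in 28D (SE 0.41, adjusted p = 0.621, exact permutation p = 0.10), within the error, and with the Ct alone these turned to -0.33 and -2.01. The rises from 3D passed whichever animal was left out, but not with the mean of all target genes as the reference (adjusted p = 0.125 for 14D and 0.344 for 28D) or with only the 2 groups of the pair in the model (adjusted p = 0.0988 for both), and the difference from C in 3D passed without replicate 4 of 3D (adjusted p = 0.0460). Without replicate 2 of 3D that difference was -0.80 (adjusted p = 0.166).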

*Cytokine*: No changes were observed in mRNA levels of IL-6 among the groups (*p* > 0.05; Figure 2M).

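IL-6, an inflammatory cytokine, was the gene of the panel with the latest amplification, with a mean Ct of 33.9 in C and 36.7 in 28D, and 10 of its 18 measured wells lay above 35. Against C its log2 difference was -0.10 in 3D (SE 0.70, n = 2 against 4), -0.14 in 14D (SE 0.52, n = 6 against 4) and -0.38 in 28D (SE 0.52). No pair of groups passed, with a smallest adjusted p of 0.709 from limma. Over the 6 pairs the 95% intervals of IL-6 reached from -1.66 to 1.36, and only 2 animals of 3D had a measured value. The value in 3D depended on the other animals, with a mean 2.63 times that of C with all values of the deposited ΔCt table, where replicate 2 has a ΔCt of 0, and 0.275 times that of C with the blank well at Ct 40, and no pair passed in either setting. Without replicate 2 of C the differences turned to 0.23 in 3D and 0.19 in 14D.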

*Developmental/progenitor and differentiation factors*: *TNMD* mRNA levels were significantly upregulated in the 28D group when compared with the C, 3D, and 14D groups, respectively (*p* = 0.01; *p* = 0.001; *p* = 0.001; Figure 2N). 

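TNMD, a membrane protein of mature tenocytes, rose 2.88-fold from 3D to 28D (log2 difference 1.53, SE 0.45, n = 6 against 5, adjusted p = 0.0291 from limma), and all 6 animals of 28D lay above the 5 of 3D (exact permutation p = 0.00216). Against 14D the mean of TNMD in 28D was 2.02 times as high (log2 difference 1.01, SE 0.43, n = 6 against 6, adjusted p = 0.155, exact permutation p = 0.0195). Against C it was 1.82 times as high (log2 difference 0.86, SE 0.45, n = 6 against 5, adjusted p = 0.275, exact permutation p = 0.0130), and neither of these passed after adjustment. With the mean of all target genes as the reference the rise from 3D was 0.56 and did not pass (adjusted p = 0.288), nor did it without replicate 1 or 2 of 3D or replicate 5 of 28D (adjusted p from 0.0685 to 0.0970). With the Ct alone the differences from 14D and from C both turned to -0.71, by an RPLP0 shift that is not particular to TNMD.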

No changes were observed in mRNA levels of *SMAD-2* among the groups (*p* > 0.05; Figure 2O). However, *SMAD-3* mRNA levels were upregulated in the14D group when compared with the 3D group (*p* = 0.01; Figure 2P), but the 28D displayed downregulation when compared with the 14D group (*p* = 0.01; Figure 2P). 

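SMAD-2, which carries the TGF-β signal to the nucleus, had log2 differences against C of -0.22 in 3D (SE 0.47, n = 5 against 5), 0.07 in 14D (SE 0.45, n = 6 against 5) and 0.39 in 28D (SE 0.45). None of the 6 pairs passed for SMAD-2, with a smallest adjusted p of 0.450 from limma, and the 95% intervals reached from -1.18 to 1.53. In 14D, replicate 3 at -0.90 was far below the other 5 animals. The difference in 3D turned to 0.06 without replicate 2 of 3D, that in 14D to -0.18 without replicate 1 of C, and that in 28D to -1.18 with the Ct alone.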

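SMAD-3, the partner of SMAD-2 in TGF-β signalling, had a mean in 14D of 2.02 times that in 3D (log2 difference 1.02, SE 0.55, n = 6 against 5, adjusted p = 0.275 from limma), which did not pass. In 14D, 4 of 6 animals lay above all 5 of 3D (exact permutation p = 0.0714). Between 28D and 14D SMAD-3 differed by 0.01 (SE 0.52, n = 6 against 6, adjusted p = 0.995, exact permutation p = 0.981), with a 95% interval from -1.07 to 1.10. The sign of that small difference depended on the setting, at -0.28 with the mean of all target genes as the reference and -1.70 with the Ct alone, and on single animals, from -0.41 without replicate 4 of 28D to 0.20 without replicate 1.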

*SCX* and *ERG-1* mRNA levels were significantly upregulated in the 28D group when compared with the C (*p* = 0.001; *p* = 0.02; Figures 2Q,T), 3D (p = 0.002; p = 0.001; Figures 2Q,T), and 14D groups, respectively (p = 0.001; p = 0.004; Figures 2Q,T). Moreover, *MKX* mRNA levels were upregulated in CT of the 14D and 28D groups when compared with the C (*p* = 0.04; *p* = 0.001; Figure 2R) and 3D groups, respectively (*p* = 0.001; *p* = 0.001; Figure 2R). 

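SCX, the earliest transcription factor of the tendon lineage, had a mean in 28D of 1.80 times that in C (log2 difference 0.85, SE 0.41, n = 6 against 5, adjusted p = 0.239 from limma, exact permutation p = 0.0325). Its log2 difference was 0.84 against 3D (SE 0.41, adjusted p = 0.239, exact permutation p = 0.123) and 0.74 against 14D (SE 0.39, adjusted p = 0.275, exact permutation p = 0.0346). The gene named ERG1, which the deposited table pairs with the rat symbol Egr1, a transcription factor induced by mechanical load, differed in 28D by 0.91 from C (SE 0.68, n = 6 against 5, adjusted p = 0.452, exact permutation p = 0.273), by 1.78 from 3D (SE 0.68, adjusted p = 0.102, exact permutation p = 0.0736) and by 1.32 from 14D (SE 0.65, adjusted p = 0.239, exact permutation p = 0.0606). All 6 means of SCX and ERG1 were higher in 28D, and none of the 6 differences passed. Without replicate 3 of 3D the difference of SCX from 3D was 0.42 (adjusted p = 0.501). ERG1 passed against 3D without replicate 5 of 3D or replicate 4 of 28D (adjusted p = 0.0244 and 0.0284), and its difference was lowest at 1.48 without replicate 2 of 3D (adjusted p = 0.275). In replicate 5 of 3D, ERG1 was normalized with the mean RPLP0 Ct of the other 3D animals. With a single RPLP0 Ct per animal, a setting chosen after the values were seen, ERG1 passed against 3D (2.05, adjusted p = 0.0299). With the Ct alone the differences from C and 14D turned to -0.72 and -0.97 for SCX and to -0.67 and -0.40 for ERG1, and with the mean of all target genes as the reference that of SCX from 3D turned to -0.13.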

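MKX, a homeobox factor that maintains type I collagen production in tendon, rose 2.83-fold from 3D to 14D (log2 difference 1.50, SE 0.47, n = 6 against 5, adjusted p = 0.0403 from limma) and 3.96-fold from 3D to 28D (1.99, SE 0.47, adjusted p = 0.0145). In 14D 4 of 6 animals lay above all 5 of 3D (exact permutation p = 0.0173), and in 28D all 6 did (exact permutation p = 0.00216). Against C, MKX differed by 0.27 in 14D (SE 0.47, n = 6 against 5, adjusted p = 0.790, exact permutation p = 0.383) and by 0.75 in 28D (SE 0.47, adjusted p = 0.359, exact permutation p = 0.0325), and neither passed. Relative to the mean of all target genes the rises from 3D were 0.83 (adjusted p = 0.125) and 1.02 (adjusted p = 0.0594), and with the Ct alone the 28D difference from C turned to -0.82. The 28D rise passed whichever animal was left out, and the 14D rise did not in 12 of 22 leave-outs, with the smallest difference without replicate 2 of 3D (0.95).

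**Figure D2:**
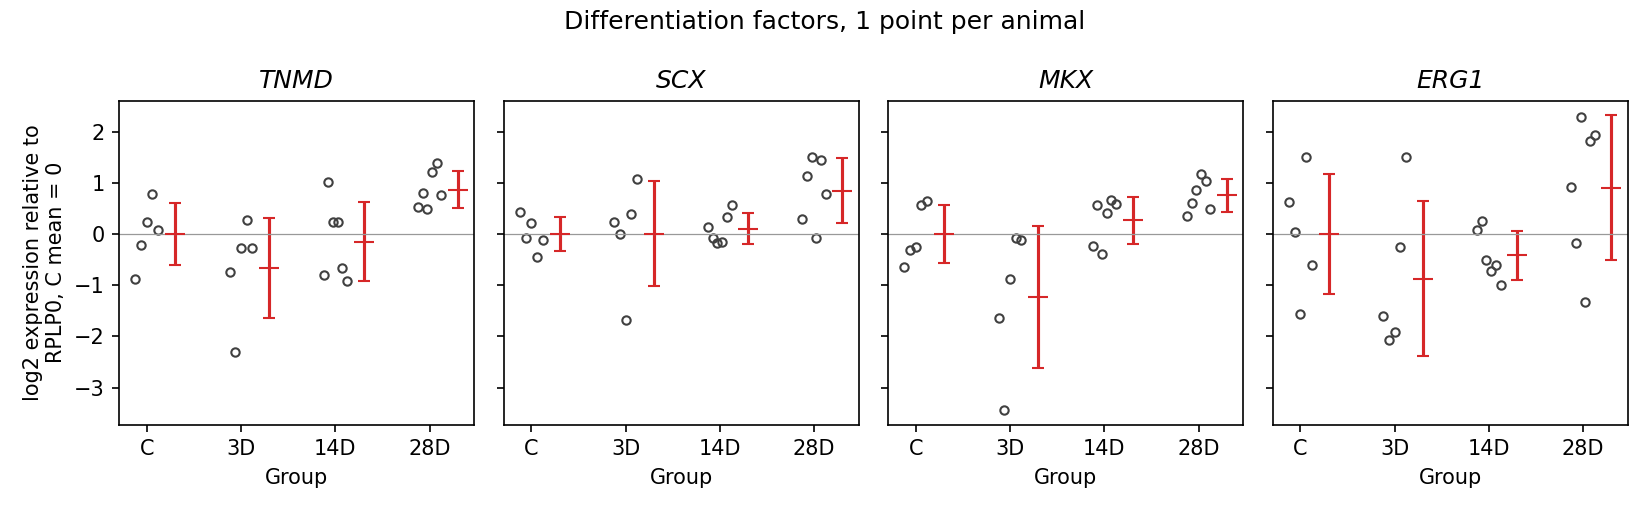
Log2 expression of TNMD, SCX, MKX and ERG1 relative to RPLP0 in the C, 3D, 14D and 28D groups, with the mean of C at 0. Each open point is 1 animal and the red bars give the mean ± SD; in 28D the TNMD points lie between 0.49 and 1.39 and the MKX points between 0.36 and 1.17, while the ERG1 points spread from -1.33 to 2.29.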

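ADAMTS-4, a protease that cleaves aggrecan and other large proteoglycans, had means above C at each time, by a log2 difference of 1.27 in 3D (SE 0.81, n = 5 against 4), 0.91 in 14D (SE 0.78, n = 6 against 4) and 1.27 in 28D (SE 0.78). None passed, and the smallest adjusted p of the 6 pairs was 0.345 from limma. ADAMTS-4 in single animals of 28D ranged from -1.59 to 3.56, with replicates 3 and 4 out of the order of most other genes, and the 95% intervals of the 6 pairs reached from -1.88 to 2.95. The 28D difference was 0.82 without replicate 3 of 28D (adjusted p = 0.531 from limma) and 1.85 without replicate 4 (adjusted p = 0.0773). Taking the Ct alone turned the 28D difference to -0.22.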

No changes were observed in mRNA levels of *ADAMTS-4* among the groups (*p* > 0.05; Figure 2S).

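SDC-4, a heparan sulfate proteoglycan of the cell membrane that binds fibronectin, had log2 differences against C of -0.08 in 3D (SE 0.48, n = 5 against 5), -0.05 in 14D (SE 0.46, n = 6 against 5) and 0.35 in 28D (SE 0.48, n = 5 against 5). With the blank well of 28D at Ct 40 the mean in 28D turned to 0.430 times that of C, which did not pass. The smallest adjusted p of SDC-4 over the 6 pairs was 0.652 from limma, and the 95% intervals reached from -1.07 to 1.43. The difference in 3D turned to 0.20 without replicate 2 of 3D and that in 14D to 0.19 without replicate 5 of C, and with the Ct alone those in 14D and 28D turned to 0.10 and -1.03.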

*Matricellular proteins*: No changes were observed in mRNA levels of *SDC-4* among the experimental groups (*p* > 0.05). However, FN and TNC mRNA levels were significantly upregulated in the 14D and 28D groups when compared with the 3D group, respectively (*p* = 0.01; *p* = 0.01; *p* = 0.01; *p* = 0.01; Figures 2G,H,U,V,X).

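FN, the glycoprotein fibronectin that links cells to the matrix, rose 3.42-fold from 3D to 14D (log2 difference 1.77, SE 0.48, n = 6 against 4, adjusted p = 0.0226 from limma) and by a log2 difference of 1.63 from 3D to 28D (SE 0.48, n = 6 against 4, adjusted p = 0.0291). All 6 animals of 14D lay above the 4 of 3D (exact permutation p = 0.00476), as did 5 of 6 animals of 28D (exact permutation p = 0.0190). TNC, the glycoprotein tenascin C that is abundant in loaded and healing tendon, had a mean 2.11 times that of 3D in 14D (log2 difference 1.08, SE 0.78, n = 6 against 5, adjusted p = 0.441, exact permutation p = 0.236) and 3.14 times that of 3D in 28D (1.65, SE 0.78, adjusted p = 0.237, exact permutation p = 0.156), and neither passed. The rises of FN did not pass with the mean of all target genes as the reference (adjusted p = 0.288 for 14D and 0.507 for 28D) or without replicate 1 or replicate 5 of 3D, and that of 28D did not without replicate 5 or 6 of 28D (adjusted p from 0.0651 to 0.105 over these leave-outs). TNC stood at 2.82 in replicate 5 of 3D and at 4.92 in replicate 3 of 28D, and without replicate 5 of 3D its 14D difference was 1.84 (adjusted p = 0.0864) and its 28D difference passed (2.42, adjusted p = 0.0324), while without replicate 3 of 28D the 28D difference was 0.95 (adjusted p = 0.403). The 2.82 of replicate 5 of 3D rests on an RPLP0 Ct of 28.5, the mean of the other 3D animals. The own RPLP0 Ct of that animal, 27.1, would give a lower value.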

### Light Microscopy of Tendon Hematoxylin and Eosin Staining

HE staining was performed to investigate adipose cells, blood vessels, peritendinous sheath cells, and tendon proper cells in proximal and distal regions of CT (Figures 3A-P, A1-J1). The 14D group presented lower adipose cell Vv% in the proximal region of the CT when compared with 3D group (*p* = 0.01; Figures 3K,A1). Moreover, the 28D group displayed decreased adipose cell Vv% when compared with the C and 3D groups, respectively (*p* = 0.001; *p* = 0.001; Figures 3O,B1). We also observed higher blood vessel Vv% in the proximal region of tendon proper in the 14D group when compared with the C group (*p* = 0.002; Figures 3I,E1); however, the 28D group showed lower blood vessel Vv% in the same region of tendon proper when compared with the 14D group (*p* = 0.01; Figures 3M,E1). Finally, 14D and 28D groups demonstrated increased peritendinous sheath cell Vv% in the proximal region when compared with the C (*p* = 0.04; *p* = 0.001; Figures 3K,O,G1) and 3D groups, respectively (*p* = 0.04; *p* = 0.001; Figures 3K,O,G1).

**Figure 3:**
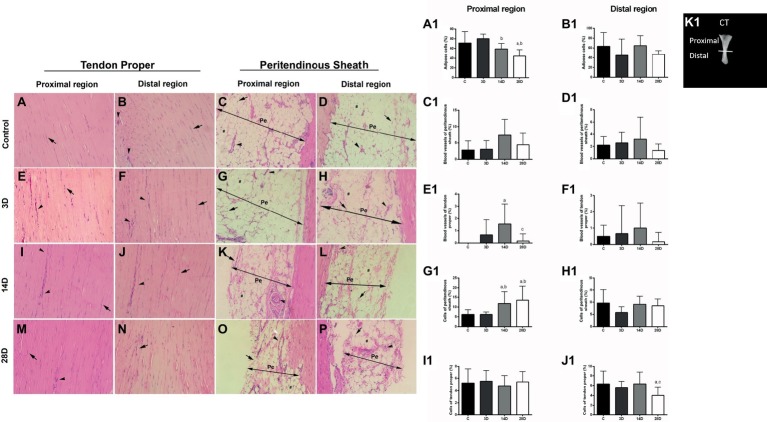
Morphological properties in calcaneal tendon are altered following gastrocnemius muscle injury. **(A1–J1)** express Vv% variation of structural elements found in the proximal and distal regions of the CT in each experimental group. **(A–P)** evidenced longitudinal sections (5 μm) of the proximal and distal regions of CT [tendon proper and peritendinous sheath (Pe) stained with hematoxylin-eosin]. Control group (C): tendon proper of the proximal region **(A)** and distal region **(B)** indicating cells (compact arrow) and vessels (arrowhead). Pe of proximal region **(C)** and distal **(D)** indicating cells (compact arrow), adipose cells (asterisk), and vessels (arrowhead); 3 days post gastrocnemius muscle injury (3D): tendon proper of the proximal region **(E)** and distal region **(F)** indicating cells (compact arrow) and vessels (arrowhead). Pe of the proximal **(G)** and distal **(H)** regions indicating cells (compact arrow), adipose (asterisks), and vessels (arrowhead); 14 days post gastrocnemius muscle injury (14D): tendon proper of the proximal region **(I)** and distal region **(J)** indicating cells (compact arrow) and vessels (arrowhead). Pe of the proximal **(K)** and distal **(L)** regions indicating cells (compact arrow), adipose (asterisks), and vessels (arrowhead); 28 days post gastrocnemius muscle injury (28D): tendon proper of the proximal region **(M)** and distal region **(N)** indicating cells (compact arrow) and vessels (arrowhead). Pe of the proximal **(O)** and distal **(P)** regions indicating cells (compact arrow), adipose (asterisks), and vessels (arrowhead). **(K1)** shows the dissected CT (adapted from Covizi et al., 2001) and indicates the position corresponding to proximal and distal regions. The data are mean ± SD. a = significantly different from C; b = significantly different from 3D; c = significantly different from 14D; *p* < 0.05. Magnification: 400×. The bar represents 40 μm. (*n* = 4 per group).

No significant differences were observed between the groups with respect to blood vessel Vv% of peritendinous sheath and tendon proper cell Vv% in the proximal region of the CT (*p* > 0.05; Figures 3C,I1).

On the other hand, the 28D group presented lower cell Vv% in the distal region of tendon proper of the CT when compared with the C and 14D groups, respectively (*p* = 0.04; *p* = 0.04; Figures 3N,J1). Lastly, no significant differences were observed between groups with respect to adipose cell Vv% and blood vessel Vv% of peritendinous sheath and in tendon proper and peritendinous sheath cell Vv% in the distal region of the CT (*p* > 0.05; Figures 3B1,D1,F1,H1).

### Light Microscopy of Tendon Masson’s Trichrome Staining

Subsequently, the collagen content was analyzed in CT by Masson’s trichrome staining. Collagen content decreased in the distal region of the 3D group when compared with the C group (*p* = 0.02; Figures 4C,I). The 14D group displayed lower collagen content when compared with the C and 3D groups, respectively (*p* = 0.001; *p* = 0.03; Figures 4E,I). However, collagen content increased in the 28D group when compared with the 3D and 14D groups, respectively (*p* = 0.01; *p* = 0.001; Figures 4G,I).

**Figure 4:**
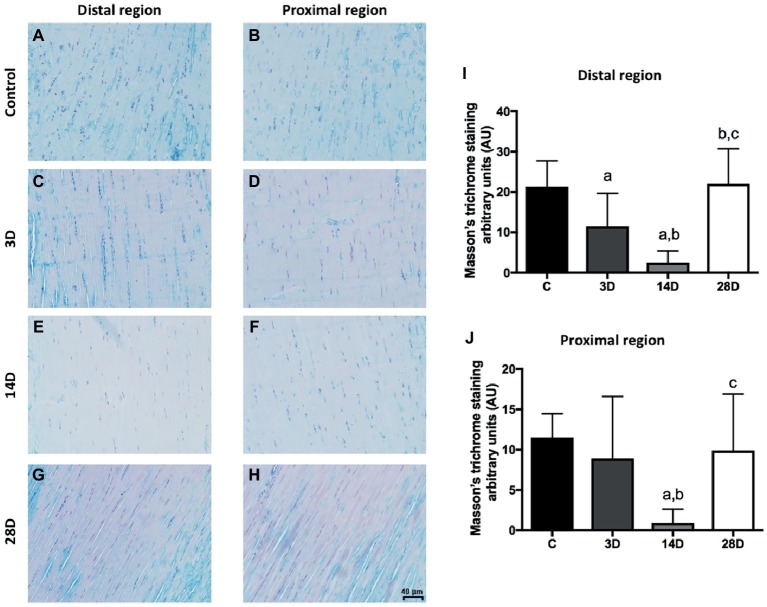
Masson’s trichrome staining indicated a lower collagen content of proximal and distal regions of the CT after gastrocnemius muscle injury. **(A–H)** evidenced longitudinal sections (5 μm) of the proximal and distal regions of CT (tendon proper). Collagen content (AU) in the proximal **(I)** and distal **(J)** regions. The data are mean ± SD. The experimental groups (*n* = 5): control (C), 3 days post gastrocnemius muscle injury (3D), 14 days post gastrocnemius muscle injury (14D), 28 days post gastrocnemius muscle injury (28D). a = significantly different from C; b = significantly different from 3D; c = significantly different from 14D; *p* < 0.05. Magnification: 400×. The bar represents 40 μm. (*n* = 4 per group).

With regard to the proximal region, collagen content decreased in the 14D group when compared with the C and 3D groups, respectively (*p* = 0.001; *p* = 0.01; Figures 4F,J), whereas collagen content increased in the 28D in comparison with 14D group (*p* = 0.01; Figures 4H,J).

### Tendon Biomechanical Properties Analysis

Figure 5 shows the force-displacement curves (A) obtained for the C, 3D, 14D, and 28D groups, from which the stress-strain curves were derived (Figure 5B). Of the six samples in each group that were subject to tensile testing, any that showed a sudden drop in force without breaking, i.e., evidence of slipping, on the force-displacement curves were excluded from the analysis: 0/6 from C; 1/6 from 3D; 2/6 from 14D; 1/6 from 28D. These samples otherwise, showed similar force-displacement profiles to those in their respective experimental groups; thus, the slipping was likely due to insufficient clamping of the samples rather than those samples being of particularly high-stiffness. For this reason, we do not believe that excluding them introduced a selection bias into the study.

**Figure 5:**
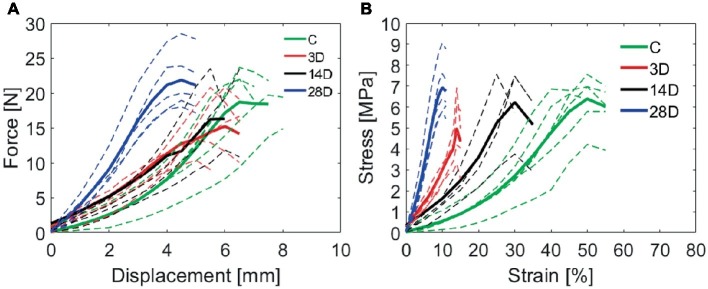
**(A)** Gastrocnemius muscle injury affects calcaneal tendon force-displacement curves. The experimental groups: control (C), 3 days (3D), 14 days (14D), and 28 days post gastrocnemius muscle injury (28D). **(B)** Calcaneal tendon stress-strain curves obtained after gastrocnemius muscle injury. Dotted lines indicate all the tested samples into each group and the thick line indicate the mean of the group. (*n* = 7 per group).

Differences in the profile of stress-strain curves (Figure 5B), the 28D showed a greater capacity of resistance to tensional load despite of stiffnesses observed when compared with others groups. The analysis of the material properties was based on these curves and will be described below.

The maximum load in CT increased in 28D when compared with the 3D group (*p* = 0.02; Figure 6A). Regarding tendon extension (displacement at maximum load), the 3D group showed a lower maximum extension when compared to the control group (*p* = 0.04). In addition, 28D group decreases tendon extension compared to the other experimental groups (*p* = 0.02; Figure 6B). The maximum stress in tendon increased in 28D when compared with the 3D group (*p* = 0.02; Figure 6C).

**Figure 6:**
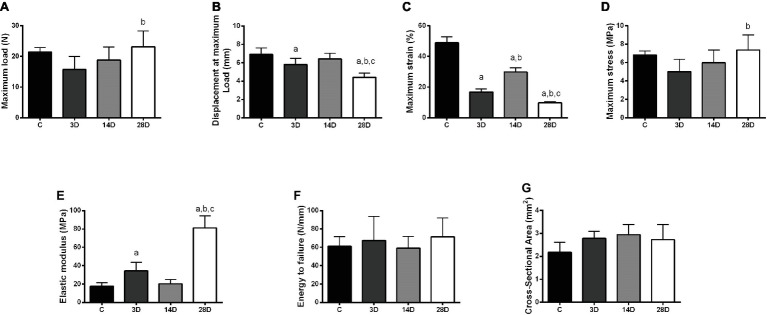
Biomechanical properties modifications in the calcaneal tendon in response to gastrocnemius muscle injury. Maximum load **(A)**, displacement at maximum load **(B)**, maximum stress **(C)**, maximum strain **(D)**, elastic modulus **(E)**, energy to failure **(F)**, and cross-sectional area **(G)** presented. The data are mean ± SD. The experimental groups: control (C), 3 days (3D), 14 days (14D), and 28 days post gastrocnemius muscle injury (28D). a = significantly different from C; b = significantly different from 3D; c = significantly different from 14D, *p* < 0.05. (*n* = 7 per group).

**Figure 7:**
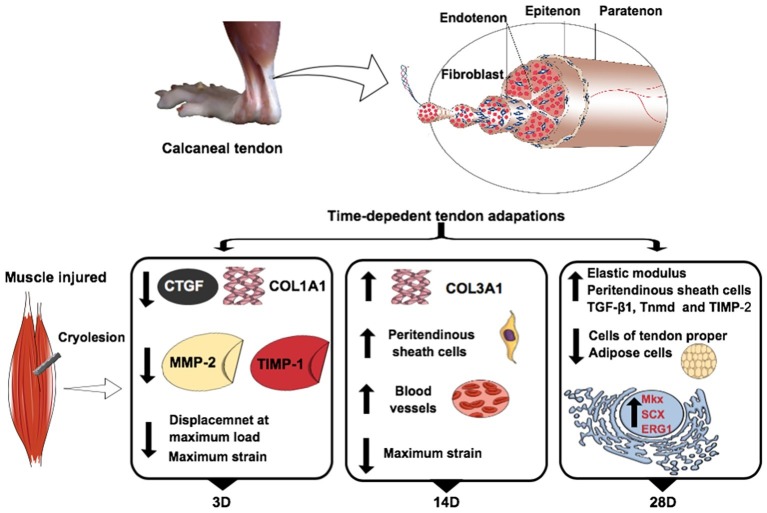
Skeletal muscle injury modulates calcaneal tendon plasticity. Main temporal analyses of the gene expression, morphological, and biomechanical properties of calcaneal tendon in relation to the control group. The experimental groups: control (C), 3 days (3D), 14 days (14D), and 28 days (28D) post gastrocnemius muscle injury. Connective tissue growth factor (*CTGF*), collagen, type I, alpha 1 (*COL1A1*), collagen, type III, alpha 1 (*COL3A1*), matrix metalloproteinase-2 (MMP-2), tissue inhibitor of matrix metalloproteinases-1 (*TIMP-1*), tissue inhibitor of matrix metalloproteinases-2 (*TIMP-2*), tenomodulin (*TNMD*), mohawk (*MKX*), scleraxis (*SCX*), and *ERG1*. The tendon calcaneal figure was adapted from Guzzoni et al. (2018).

The 3D group showed a decrease of maximum strain compared to control group (*p* = 0.001). However, the 14D group showed an increase of maximum strain compared to C and 3D groups, respectively (*p* = 0.001 and *p* = 0.001). Additionally, 28D displayed lower maximum stress when compared to the other experimental groups (*p* = 0.001; Figure 6D). Finally, 3D showed increased elastic modulus when compared with the control group and 28D groups showed the highest elastic modulus values when compared to the other groups (*p* = 0.016 and *p* = 0.001; Figure 6E). No significant differences were observed between groups with respect to energy to failure and cross-sectional area (*p* > 0.05; Figures 6F,G).

## Discussion

This study investigated the effects of skeletal muscle injury on time-course effects on the expression of key genes involved in tendon remodeling as well as the morphological and biomechanical properties of the calcaneal tendon (CT). For the first time, the present study demonstrated tendon plasticity in terms of gene expression as well as morphological properties and biomechanical adaptations in response to skeletal muscle injury. The morphological analysis was performed in the proximal and distal regions of CT. Although the proximal and distal regions are basely fibrous, the distal region of the CT is subjected to different levels of compressive forces and friction than the proximal region (Covizi et al., 2001). It was observed that distinct regions of CT differ in its response to muscle injury stimuli. Our new understanding of tendon plasticity in response to skeletal muscle injury may have crucial implications for treatment of tendinopathy.

### Tendon Response at Three Days Post Muscle Injury (3D)

The muscle showed the greatest disruption at 3D, indicating that the CT might also have been affected at this time point (Figure 1). Modulation in *CTGF* and *COL1A1* gene expression has been previously reported after tendon perturbations such as exercise (net collagen degradation after 24–36 h followed by net synthesis by up to 72 h) (Magnusson et al., 2010) and tendinopathies models (reduction in *COL1A1* both 24 and 72 h of glutamate exposure) (Dean et al., 2015). The novelty of our study was that skeletal muscle injury also decreases *CTGF* and *COL1A1* gene expression in tendon after 3 days. These results coincide with decreased collagen content in the distal tendon region at the same time, indicating what may be a progression toward a degenerative status. 

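Of the 22 genes, COL1A1 was the only one to pass between 3D and C by limma, where 5 genes had an unadjusted p under 0.05 and 3 an exact p under 0.05, and 19 of the 22 means were lower in 3D, with a median log2 difference of -0.77. COL1A1 in single animals ranged from -3.65 to -1.83 in 3D and from -0.60 to 0.69 in C. The structural proteins COL1A1 and COL3A1 together had a mean log2 difference of -2.21 in 3D against C (exact permutation p = 0.00794, adjusted p = 0.195 over the 60 comparisons of gene lists), which did not pass after adjustment, and 1 of the 2 passed when adjusted over the list alone. Replicates 3 and 5 of 3D and 1 and 4 of C enter that mean with 1 of the 2 genes. Without replicate 4 of 3D, TIMP-2 and MKX passed too. Without replicate 2 of 3D they were at -0.80 and -0.68 against C (adjusted p = 0.166 and 0.332 from limma).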

*CTGF* modulates many biological processes in tendon, including cell adhesion, migration, proliferation, and angiogenesis (Chiquet et al., 2003; Nakama et al., 2006; Liu et al., 2015b). Blockade of *CTGF* action or inhibition of *CTGF* synthesis may be associated with a decrease of collagen synthesis in fibroblast cellular culture (Duncan et al., 1999), which can cause detrimental effects on structural support, protection, and maintenance in tendon functional integrity. A plausible explanation for the downregulation of *CTGF* and *COL1A1* and decreased collagen content at 3D could be the lack of mechanical stimulus in tendon induced by muscle injury (i.e., stress shielding), since previous studies reported that mechanical stress can induce a high-level of *CTGF* expression and collagen I synthesis (Schild and Trueb, 2002; Chiquet et al., 2003; Heinemeier et al., 2007a; Galloway et al., 2013). These data suggest that collagen homeostasis is disrupted at 3D following muscle injury.

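Of the genes of matrix turnover, MMP-2 and TIMP-2 had lower means in 3D than in C and TIMP-1 a higher one (0.45, SE 1.26, n = 5 against 4, adjusted p = 0.894 from limma). None of the 3 passed over all genes, and 1 of them, TIMP-2, passed when adjusted over the list alone. Their mean log2 difference in 3D against C was -0.53 (exact permutation p = 0.397, adjusted p = 0.695). Replicate 4 of C enters that mean with TIMP-1 alone, and replicate 3 of 3D without MMP-2. The spread between animals of 3D was an SD of 0.44 for MMP-2 (n = 4), 0.93 for TIMP-2 (n = 5) and 2.99 for TIMP-1 (n = 5). The difference of TIMP-1 turned to -0.80 without replicate 5 of 3D and to -0.66 with the Ct alone, and was 1.14 without replicate 3 of 3D.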

The ECM homeostasis is in part controlled by the balance of *MMPs* and *TIMPs* (Minkwitz et al., 2017); thus, the decrease of *MMP-2* and *TIMP-2* at 3D post injury suggests that the tendon was undergoing remodeling in response to the skeletal muscle injury. In addition, muscle injury likely hinders the normal molecular interactions between tendon and skeletal muscle such as *MMPs*, growth factors, and migration/proliferation of proteins that modulate tendon morphogenesis (Subramanian and Schilling, 2015; Thankam et al., 2016). Overall, muscle injury appeared to disrupt normal homeostatic molecular signaling in CT.

The disruption at the gene expression level at 3D in CT was associated with a disruption in biomechanical properties. Specifically, the maximum strain in tendons was significantly reduced by 2.9-fold at 3D stress-strain curve; further, the stress-strain curve appeared considerably steeper compared to the uninjured control. This demonstrates that just 3D of muscle injury was sufficient to induce considerable mechanical alterations in tendon with reduced ability to withstand strain. Previous studies have shown that tendon biomechanical properties depend upon small leucine-rich proteoglycans (SLRPs; decorin and biglycan in particular) (Robinson et al., 2017). SLRPs are the predominant proteoglycans in tendon with decorin accounting for around 80% of the total proteoglycan content of the tissue (Samiric et al., 2004). 

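DCN had a log2 difference of -1.47 in 3D against C (SE 0.65, n = 4 against 4, adjusted p = 0.199 from limma), with 3 of 4 animals below all 4 of C (exact permutation p = 0.0857). BGN had a log2 difference of -0.95 (SE 0.56, n = 4 against 5, adjusted p = 0.333), with 2 of 4 animals below all 5 of C (exact permutation p = 0.0476). Neither passed after adjustment, and the 95% intervals ran from -2.83 to -0.12 for DCN and from -2.11 to 0.21 for BGN. The mean of BGN, DCN and FMOD together was -0.66 in 3D against C (exact permutation p = 0.389, adjusted p = 0.695), and none of the 3 passed when adjusted over the list alone. That mean takes the genes measured in each animal. For replicate 3 of 3D it is FMOD alone, at 1.83, so -0.66 is not the average of the 3 gene differences. With the deposited fold change table DCN passed (adjusted p = 0.0299).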

In the present study, there were downward trends in gene expression of both decorin and biglycan at 3D relative to the control.

The tendon ECM remodeling and biological function are intimately linked to mechanical load and muscle contraction intensity (Galloway et al., 2013). It has been demonstrated that external controlled load through exercise is a primary factor to promote tissue remodeling, which can lead to structural and functional improvements (Galloway et al., 2013). However, overloading above the tendon capacity is widely studied for their potential damaging factor, as well as the abolition of muscle load (Millar et al., 2017). The muscle injury performed in the present study showed a great traumatic process in the muscle. Experimental studies have demonstrated biomechanical changes in CT only after 4 weeks of complete stress shielding in calcaneus tendon (Ikoma et al., 2013; Kaux et al., 2013). Likewise, at least 5 weeks of high-power strength training protocols, focused on the triceps sural complex, have been shown useful in modifying mechanical variables (Kubo et al., 2007). This factor demonstrates that mechanical privacy (by the abrupt decrease of muscle activity) in the current study have been enough to generate significant mechanical alterations in the tendon.

### Fourteen Days Post Injury (14D)

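From 14D to 28D the differences of COL1A1 and COL3A1 had opposite signs. COL1A1 had a log2 difference of -1.40 in 28D against 14D (SE 0.49, n = 6 against 6, adjusted p = 0.0786 from limma), and 5 of 6 animals of 28D lay below all 6 of 14D (exact permutation p = 0.0346). COL3A1 had a log2 difference of 1.29 (SE 0.78, n = 6 against 6, adjusted p = 0.336, exact permutation p = 0.177). Neither passed, and that of COL1A1 passed with the deposited fold change table, with array weights, with the mean of all target genes as the reference (-1.69, adjusted p = 0.0265) and without replicate 4 of 28D (-1.86, adjusted p = 0.00635), which stood at 1.58. Taking the Ct alone turned the difference of COL3A1 to -0.43.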

Types I and III collagen showed variable expression over time. The upregulation of *COL1A1* post 14 days was associated with increased *MKX* and *SMAD3*, which are important regulators of ECM production including expression of *COL1A1* (Berthet et al., 2013; Liu et al., 2015a). In contrast, *COL3A1* showed a trend toward a decrease at 3D post-injury relative to the control followed by a further decrease at 14D. 

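Against 3D, COL1A1 and MKX passed in 14D and SMAD-3 did not. Against C, the log2 difference in 14D was 0.65 for COL1A1 (SE 0.55, n = 6 against 4, adjusted p = 0.516 from limma) and -0.0035 for SMAD-3 (SE 0.55, n = 6 against 5, adjusted p = 0.995). No gene of the panel passed between 14D and C by limma, where 1 gene had an unadjusted p under 0.05 and 2 an exact p under 0.05, and 12 of the 22 means were higher in 14D and 10 lower. Without replicate 3 of 14D, 1 gene, COL3A1, passed between these groups. The 14D difference of COL1A1 from C turned to -0.04 with the Ct alone.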

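In 3D, COL3A1 had a log2 difference of -1.83 against C (SE 0.95, n = 4 against 4, adjusted p = 0.275 from limma), with 3 of 4 animals below all 4 of C (exact permutation p = 0.0857). From 3D to 14D the mean of COL3A1 differed by -0.51 (SE 0.87, n = 6 against 4, adjusted p = 0.780, exact permutation p = 0.624), less than the SD between animals of 1.67 in 3D and 1.54 in 14D, and neither difference passed. Without replicate 2 of 3D the difference of 3D from C was -1.14 (adjusted p = 0.543), and that of 14D from 3D turned to 0.14 without replicate 4 of 3D and to 0.83 with the Ct alone.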

At the same time, Masson’s trichrome staining revealed lower collagen content at 14D relative to the control and the 3D post injury group. The decline in collagen content at 14D may thus be reflected in the shallower stress-strain curve at 14D relative to 3D. We might speculate that the increase of *COL1A1* gene expression at 14D post-muscle injury may reflect a compensatory mechanism, producing collagen in response to the altered mechanical properties at 3D.

These findings with respect to type I collagen may be supported by the abundance of peritendinous sheath cells found in the 14D post skeletal muscle injury group. These cells may have roles in restoring collagen content. In addition, the upregulation of *CTGF, FN, MMP-2, TIMP-2, SMAD3*, and *MKX* 14 days post injury in comparison to 3D, indicating that tendon undergoes adaptation following skeletal muscle injury. This may have clinical relevance in the prevention and treatment of musculoskeletal injuries (Benjamin et al., 2008; Bohm et al., 2015).

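Between 3D and 14D, 6 of the 22 genes rose and none fell by limma, namely COL1A1, TIMP-2, FN, DCN, MMP-2 and MKX, and 18 of the 22 means were higher in 14D, with a median log2 difference of 0.71. Of the 7 matrix components COL1A1, COL3A1, BGN, DCN, FMOD, FN and TNC, 3 rose, namely COL1A1, DCN and FN, the same number as when adjusted over the list alone. Their mean log2 difference was 1.07 (exact permutation p = 0.0455, adjusted p = 0.204), which did not pass as a list. Replicate 3 of 3D enters that mean with COL3A1, FMOD and TNC alone. SMAD-3 did not pass, and CTGF was not analysed here. Of the 6 genes, 1, COL1A1, passed with the mean of all target genes as the reference, with the Ct alone or with only the 2 groups of the pair in the model, and 0 passed when exact p-values were adjusted in place of those of limma. For COL1A1, FN, DCN and MMP-2, 6 animals against 4, no exact p under 0.00476 was possible before adjustment, which left little room to pass. The count was 2 without replicate 1 of 3D, and 3 without replicate 2 or 5 of 3D, replicate 2, 4 or 5 of 14D, or replicate 5 of 28D. The paper reasons that the tendon adapts after the injury of the skeletal muscle from higher CTGF, FN, MMP-2, TIMP-2, SMAD-3 and MKX in 14D than in 3D, of which FN, MMP-2, TIMP-2 and MKX rose here.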

While blood vessels in the control group were limited to the peritendinous sheath, we found them trend toward an increase in abundance at 14D in the peritendinous sheath and penetrating the tendon proper. This may have provided the nutritional and metabolic support for the active ECM remodeling in the CT in response to skeletal muscle injury. However, we also observed a downward trend in *VEGF* gene expression in 3D and 14D compared to the control group. 

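VEGF had a log2 difference of -1.15 in 3D against C (SE 0.66, n = 5 against 4, adjusted p = 0.303 from limma), with 3 of 5 animals below all 4 of C (exact permutation p = 0.151). In 14D the log2 difference of VEGF was -1.05 (SE 0.63, n = 6 against 4, adjusted p = 0.333), with 4 of 6 animals below all of C (exact permutation p = 0.133). Neither passed, and VEGF in single animals reached up to 0.69 in 3D and 0.70 in 14D.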

Further investigations are required to explain this contradictory result; it may suggest that other adjacent molecular pathways or post-translational regulation were involved in producing the observed vascularization.

### Twenty-Eight Days Post Injury (28D)

Twenty-eight days post skeletal muscle injury had increased peritendinous sheath cell content in the proximal region of tendon compared with the control group. Moreover, 28D showed similar collagen content to the control group, suggesting recovery from the loss of collagen observed at 14D. These aspects may be linked to increased *TGF-β1* expression observed at 28D. 

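TGF-β1 and its signal carriers SMAD-2 and SMAD-3 all had higher means in 28D than in C and in 3D, and none of the 3 passed in either pair by limma or when adjusted over the list alone. Their mean log2 difference in 28D was 0.34 against C (exact permutation p = 0.346, adjusted p = 0.679) and 0.97 against 3D (exact permutation p = 0.0390, adjusted p = 0.195). Replicate 4 of C and replicate 3 of 3D enter these means without TGF-β1. With the Ct alone the means of all 3 in 28D lay below those in C, and without replicate 4 of 28D that of SMAD-3 was -0.41 against C.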

*TGF-β1* is an important factor in stimulating ECM growth, turnover, and remodeling, being a well-known promoter of tendon fibroblast proliferation and collagen synthesis (Kjaer, 2004; Gumucio et al., 2015; Goodier et al., 2016). 

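In 28D, the transcription factors SCX, MKX and ERG1 together had a mean log2 difference of 0.84 against C (exact permutation p = 0.0390), 0.85 against 14D (exact permutation p = 0.0108) and 1.54 against 3D (exact permutation p = 0.0238). After adjustment over the 60 comparisons of gene lists each p was 0.195, and none passed. With a single RPLP0 Ct per animal, a setting chosen after the values were seen, 3 of the 60 comparisons passed. When adjusted over the list of these transcription factors alone, 1 of the 3 genes, MKX, passed between 28D and 3D, and none did against C or 14D. Of SCX, MKX, ERG1 and TNMD, MKX and TNMD rose from 3D to 28D, among 7 genes of the panel that did, with COL1A1, TIMP-2, FN, DCN and MMP-2, and 20 of the 22 means were higher in 28D than in 3D. No gene of the panel passed between 28D and C by limma, where none had an unadjusted p under 0.05 and 6 an exact p under 0.05, and 15 of the 22 means were higher in 28D. The spread in limma is taken over all 4 groups, 3D included, while the exact test uses the 2 groups alone. Between 28D and 14D no gene passed, with 2 at an unadjusted p under 0.05 and 3 at an exact p under 0.05, and without replicate 4 of 28D 1 gene, COL1A1, did. None of the 7 rises from 3D passed with the mean of all target genes as the reference, with the Ct alone, with only the 2 groups of the pair in the model or with adjusted exact p-values, and without replicate 1 or replicate 2 of 3D or replicate 5 of 28D the count was 2, 3 and 4. Adjusted exact p-values had little room to pass at these group sizes.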

*SCX*, *MKX*, and *ERG1*, which are important transcription factors during tendon development and repair, also appear to regulate expression of matrix molecules as *TNMD* which is consistent with the concurrent upregulation of all these genes at 28D (Murchison et al., 2007; Shukunami et al., 2016; Wu et al., 2017). As well, these genes are regulated by the *TGF-β* superfamily (Mendias et al., 2012; Subramanian and Schilling, 2015).

*SCX* regulates fibroblast proliferation and initiation of tenocyte differentiation in response to mechanical stimuli (Murchison et al., 2007). Previously, decreased *SCX* was shown to be related to removal of tendon load, whereas it increased dramatically in response to physiological loading (Mendias et al., 2012). For example, Murchison et al., 2007 reported that mice with loss *SCX* expression have a disorganized ECM and reduced collagen which compromise the power transmission capacity of tendon. Thus, these adaptations post 28 days skeletal muscle injury may be important to maintain joint movement, passive elastic response, and the restoration of tendon strength (Subramanian and Schilling, 2015). For their part, *MKX* and *ERG1* were shown to be involved in the maintenance of differentiated tenocytes (Wu et al., 2017).

*TNMD* is a tendon-specific gene marker, known to be important for tendon maturation (Docheva et al., 2005). *TNMD* plays a role in proliferation, differentiation, and migration of tendon progenitor cells (TSPCs) as well as endothelial cells (Shukunami et al., 2005, 2016). Our findings demonstrate that regulation of *SCX, MKX, ERG1, TGF-β1*, and *TNMD* are linked to increased muscle activity. This agrees with previous studies showing overexpression of *TGF-β, SCX*, and *TNMD* induced by mechanical loading.

Previous studies have found structural (i.e., collagen fibrils irregularly arranged and loose) and biomechanical changes (i.e., poor dynamic storage energy) in CT after few weeks of complete stress shielding in calcaneus tendon (44, 45). In respect to biomechanical properties following skeletal muscle injury, it appears that after 28D, the CT retains similar load-bearing capacity to the uninjured control. However, the CT appeared to lose flexibility at 28D, given that it had increased Young’s modulus compared to all time points and the least ability to withstand high levels of strain. The increase in Young’s modulus at 28D seemed to correlate with collagen synthesis and collagen fiber organization in this period. In a future study, it may be interesting to see if these changes in biomechanical properties persist several months after the skeletal muscle injury, and whether these changes can be linked to future susceptibility to tendon injury.

Another novelty of our study was that 28 days post GA injury showed decreased adipose cells in tendon when compared with the control group. Previous data have already shown that high amounts of adipose cells may indicate tendon degeneration and deleterious effects of aging (Benjamin et al., 2004). For example, two previous studies conducted by our research group demonstrated that aging in rats is linked to high levels of fatty acid-binding protein 4 (a protein linked to adipose cells) and increased adipose cells in CT (Barin et al., 2017; Marqueti et al., 2018). These factors may compromise tendon structure leading to weakness (Marqueti et al., 2018). The finding of decreased adipose cells 28 days post injury could thus be a positive sign indicating ongoing recovery from the imbalances suffered by the GA injury. Additionally, decreased adipose cells in 28D may have contributed to lower overall thickness of the peritendinous sheath (Figure 3).

Some limitations of the present study should be highlighted, such as the inability to identify the cell types contributing to mRNA levels since gene expression analysis was conducted on the whole tendon. Moreover, the lack of immunoblot assay of essential proteins and immunofluorescence would be relevant to clarify adjacent mechanisms involved in tendon remodeling. We further note that due to the practical necessity of testing all samples in a single day at each time point, there is a risk for batch effects from day-to-day in biomechanical data. To address this, we performed tests as consistently as possible by a single operator and present data from all samples along with the means (Figure 5). While we have no evidence that a batch effect of relevant size occurred, we state this limitation here and look forward to the results of future similar studies. We next intend to evaluate gene expression, morphology, and biomechanical properties of muscle over time following tendon injury in a similar model to the present study.

## Conclusion

In summary, our data demonstrate plasticity of the calcaneus tendon in response to cryolesion of the gastrocnemius muscle in rats. The results suggest that such an adverse muscle condition initiates a complex period of remodeling spanning at least 28 days. At 3 days following injury, we observed dysregulation of signaling pathways associated with collagen I and disrupted mechanical properties; at 14 days, there was reduced collagen content but increased invasion of blood vessels into the tendon proper and peritendinous sheath cells; and by 28 days, there was a dramatic rise in Young’s modulus and gene expression of transcription factors related to ECM synthesis, remodeling, and repair. This study highlights the importance of muscle-tendon interactions and provides insight into their underlying mechanisms. Our results suggest that tendon may be susceptible to tendinopathies following skeletal muscle injury; future human studies may be warranted to investigate this potential association.

## Data Availability

All data generated or analyzed in this study were displayed at a database repository Gene Expression Omnibus (GEO, NCBI) (Accession GSE131884) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131884).

## Ethics Statement

The animal study was reviewed and approved by Animal Research Ethics Committee of the Catholic University of Brasilia, Brasília, Brazil (protocol number: 028/2015).

## Author Contributions

FB, JD, and RM conceived and planned the design of the experiments. FB, RM, CA, JA, and AD performed the experiment, analyzed the data, and designed the figures from biomechanical test. FB, GR, IS, AR, and RM performed the experiments, analyzed the data, and designed the figures of rest of experiments. FB, IS, GR, AS, JD, and RM interpreted the results and worked in the writing of manuscript. RM, OF, and JD involved in planning and supervised the work, also contributed to the design and implementation of the research. AS, AA, JD, OF, and RM provided critical feedback and analysis of the manuscript. All authors discussed the results and contributed to the final manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131884

How the deposited data were processed for this re-analysis (not part of the article)

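The mRNA levels of 22 target genes were measured by qRT-PCR with TaqMan assays in the CT of 22 rats, 5 in the C group, 5 in 3D, 6 in 14D and 6 in 28D, and the rat was the unit of replication. The paper states 24 animals in 4 sets of 6 and measured 23 target and 3 reference genes, of which CTGF, ACTB and GAPDH were not analysed here. Groups and replicate numbers were taken from the sample labels. The 22 gene symbols were all found in a table of rat genes of the GRCr8 assembly, which was used for names only. The assay named ERG1 in the paper is paired in the deposited table with Egr1, and the paper's name is kept.

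One table deposited by the authors holds the cycle threshold (Ct) of each gene and animal, per the methods the mean of technical duplicates, with no normalization. In a deposited table of ΔCt the authors subtracted the Ct of RPLP0 from the Ct of each gene, which gives ΔCt in cycles, a log2 scale with reversed sign. In another deposited table the authors gave the relative expression 2^−ΔΔCt, a ratio to the mean ΔCt of C, for 472 values with 12 blank, and 442 of them lay within 0.1 log2 of the value that follows from the ΔCt table while 30 did not. The RPLP0 Ct of each animal was taken as Ct minus ΔCt. In 6 animals this gave more than 1 RPLP0 Ct over the genes, and the deposited ΔCt was used. For replicate 5 of 3D this means that 9 genes were normalized with its own RPLP0 Ct and the others with the mean of the other 3D animals.

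A value was taken as filled in, and left out, where it was equal within a tolerance of 1e-06 to the mean of the other animals of its group, in Ct or in ΔCt. This held for 22 values in 13 genes, and 2 more values were blank, so that 460 of 484 values were used. The rule was set after the group means of the deposited values were seen, and its extension to IL-6 in replicate 3 of 3D after the first fits. The Ct of DCN in replicate 1 of C is equal to that of BGN, so it was left out where the Ct was used alone, and its ΔCt was kept.

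Log2 expression was ΔCt with its sign reversed, centred on the mean of C. Group means were compared with limma 3.58.1 in R 4.3.3, in one model with a mean for each of the 4 groups and no covariates, and p-values of 22 genes and 6 pairs of groups were adjusted together by the Benjamini-Hochberg method over 132 tests. A difference was taken to pass at an adjusted p under 0.05. The log2 difference, its SE and its 95% interval come from the same model, and folds are 2 to the power of the log2 difference. An exact two-sided permutation test of the animals was run for each gene and pair. The smallest exact p is set by the number of animals, 0.0286 for 4 against 4 and 0.00476 for 6 against 4. Adjusted exact p-values therefore had little room to pass. Counting depth does not apply to qRT-PCR; the number of animals, from 2 to 6 per gene and group, limits the precision, and 24 wells had a Ct above 35.

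All genes of the panel are named, by a rule set before the data were examined, with full statistics for the differences stated in the paper and for at most 5 others that passed. Before the data were examined 10 lists were also set, namely growth factors, structural proteins, small leucine rich proteoglycans, matrix remodeling enzymes, cytokine, developmental and differentiation factors and matricellular proteins after the headings of the paper, and tendon transcription factors, TGF-β axis and matrix components. The mean log2 expression of each list per animal, over its genes measured in that animal, was compared by the exact permutation test, adjusted over 60 comparisons. Animals with values left out thus enter with a part of the list, as does the mean of all target genes. The code was tested on 1000 simulated panels of 22 genes with the group sizes and missing values of the data. Each gene had 1 SD, pooled over the 4 groups, and the genes varied independently. In the data the SD could differ between groups, as for TGF-β1 at 1.47 in 3D and 0.36 in 14D. Between 14D and 3D the code recovered 15.05% of differences of log2 1, 62.6% of those of log2 2 and 88.2% of those of log2 3. The mean share of false calls was 4.01%. These rates need not hold where the spread is uneven. The criterion of this test was changed from the pooled share to the mean share per panel after the first version failed on fewer panels.

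The alternatives set before the data were examined were the Ct alone, the deposited ΔCt table with all its values, the deposited fold change table, undetermined wells at Ct 40, Ct above 35 as missing, linear 2^−ΔΔCt values, the mean of all target genes as the reference, only the 2 groups of a pair in the model, adjusted exact p-values in place of limma, least squares or Dunn's procedure with Bonferroni adjustment over the 6 pairs (after the methods of the paper), array weights, other adjustments, the replicate number as a block and leaving out each animal in turn. One RPLP0 Ct per animal was added after the values were seen. ACTB, GAPDH and the mean of the 3 reference genes as the reference, and the pairwise variation of the reference genes, were not run. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.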

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

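The tests of the counts without 3D replicate 2, of COL1A1 against a shift of RPLP0, of a lower level of RPLP0 alone in 28D and of an exchange of 2 animals of 28D, and the requirement of a margin of 2 SE, were chosen after the result was seen.

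In 8 of 95 sets of 4 to 6 animals the gap between an extreme animal and its neighbour, divided by the range of the group, was above Dixon's 95% critical value, where about 1 in 20, or 4.75, would be by chance. They were the RPLP0 Ct of C replicate 4 (30.6 cycles, gap 0.819 of the range), TIMP-1 in C replicate 5 (log2 expression 0.76, gap 0.837), TGF-β1 in 3D replicate 2 (-2.95, gap 0.846) and TNC in 3D replicate 5 (2.82, gap 0.768). In 14D they were TIMP-2 and SMAD-2 in replicate 3 (-0.54 and -0.90, gaps 0.696 and 0.631). In 28D they were COL1A1 in replicate 4 (1.58, gap 0.691) and TNC in replicate 3 (4.92, gap 0.632). The TNC value of 3D replicate 5 was normalized with the mean RPLP0 Ct of the other 3D animals.

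In 12 differences between times after injury that passed by limma, the means lay on opposite sides of C. Against C itself no gene passed in 14D or 28D, and COL1A1 alone did in 3D, so the side of C is mostly within the error. From 3D to 14D the log2 difference was 3.39 for COL1A1, 1.56 for TIMP-2, 1.77 for FN, 1.91 for DCN, 1.18 for MMP-2 and 1.50 for MKX. From 3D to 28D it was 1.59 for TIMP-2, 1.63 for FN, 2.32 for DCN, 1.11 for MMP-2, 1.99 for MKX and 1.53 for TNMD. The animals of each pair were regrouped at random 100 times, the real grouping included. As many genes passed as the 6 between 14D and 3D in 2 regroupings (highest other 6), and as the 7 between 28D and 3D in 1 (highest other 6). Chance was thus unlikely for each of these counts on its own, with 6 pairs tested and no correction for that number. For 3D against C 7 regroupings gave as many as the real 1 (highest other 2), and chance may account for this count. With a real count of 0, all 100 gave as many for 14D against C (highest other 2), 28D against C (3) and 28D against 14D (3).

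The 13 differences that passed between 3D and a later time all had the lower mean in 3D, with a median log2 difference of 1.63. A shift of the RPLP0 reference in the 3D animals common to all genes was excluded as the whole cause for COL1A1 between 14D and 3D, which kept a difference of 2.68 (SE 0.46) and passed with the mean of all target genes as the reference. For the others it stays open, since with that reference 1 of the 13 passed and the median was 0.88, and a true decrease shared by most of the panel would give the same value. Late Ct values in 3D replicate 2 (median 35.3, against at most 29.9 in the other 3D animals) were unlikely as the whole cause of the counts. With all 22 genes tested anew without this animal, 3 passed between 14D and 3D (COL1A1, TIMP-2 and FN) and 3 between 28D and 3D (TIMP-2, FN and MKX). Of the 210 regroupings of the animals left 1 and 4 gave as many, the real grouping included (highest other 2 and 3). Without this animal 6 of the 13 passed, a count between the bounds set before for and against this cause, so that test could not tell. The other 7 kept log2 differences of 0.94 to 2.00 (SE 0.31 to 0.64), each more than 2 SE above 0. The 7 had been picked with this animal and with the same other animals, which by itself favours differences above 0. Late Ct values of this animal thus stay open as a cause of the 7. Without 3D replicate 2 the median of the 13 was 1.44, and 4 passed without 3D replicate 1. A decrease of these genes 3 days after the muscle injury remains a hypothesis that may account for the pattern, and it was not tested apart from the reference.

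Relative to RPLP0, 15 of 22 means were higher in 28D than in C, while the Ct of all 22 genes and of RPLP0 was later in 28D. The difference of the panel mean was 0.39 (SE 0.34) after removing the slope of the panel mean on the RPLP0 Ct within groups, above the bound of 0.136 by less than 2 SE. That slope was -0.0778 per cycle (SE 0.0728), opposite in sign to what target Ct values that follow RPLP0 less than 1 to 1 would give, but it was 0.0766 (SE 0.0748) without 3D replicate 2, where 0.173 would give the whole difference, and the difference was then 0.15. With the sign of the slope resting on 1 animal, such target Ct values cannot be told apart from an effect of time. The target genes were on average 1.36 cycles later in 28D, above the bound of 0.786 by less than 2 SE of 0.643, so a lower level of RPLP0 alone may still account for part of the pattern. An effect of the 28 days since the injury stays open and was not tested apart from these.

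In 28D the Ct of replicate 3 was below that of replicate 4 in ADAMTS-4, TIMP-1, TNC and ERG1 and above it in the 18 other genes, with an RPLP0 Ct of 29.5 in replicate 3 and 26.8 in replicate 4. Of the 15 exchanges of 2 animals of 28D, that of these replicates gave the smallest SD of the normalized values in 4 of the 4 genes, but these were picked for the order of these replicates, so that this count decides nothing, and an exchange of their values in these assays cannot be told apart from a true difference of the animals. The 4 genes stand in consecutive places of the deposited Ct table, which has a chance of 0.00260 for 4 of 22 genes and was noticed after the pattern. Exchanging the values leaves the log2 means as they are and narrows the spread, with an adjusted p from limma of 0.0721 in place of 0.237 for TNC and 0.0656 in place of 0.102 for ERG1 between 28D and 3D. A true difference of these animals in the 4 genes was not tested.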

How the results depend on the processing

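The alternative of one RPLP0 Ct per animal was chosen after the values were seen; the others were set before the data were examined. Of 38 single differences, the 36 stated in the paper and 2 others, 14 passed. Undetermined wells at Ct 40 and Bonferroni adjustment over the 6 pairs left the direction and the side of the threshold of all 38 as they were. Outside these, Ct 40 took SDC-4 in 28D from 1.28 to 0.430 times C and IL-6 in 3D from 0.935 to 0.275 times C, and all values of the deposited ΔCt table took IL-6 in 3D to 2.63 times C, and none of the 3 passed. COL1A1 between 14D and 3D passed in 14 of 16 settings and 22 of 22 leave-outs, and COL1A1 between 3D and C in 13 and 22. TIMP-2 between 14D and 3D and between 28D and 3D, and MKX between 28D and 3D, passed in 12 and 22. With adjusted exact p-values, 1 of the 16 settings, no difference passed (smallest 0.0786), and the group sizes left little room to pass there. Leaving out each animal in turn gave 836 values, of which 765 kept direction and side of the threshold, 57 no longer passed, 8 passed newly and 6 turned direction. All 57 were among the 14 differences that passed, with 22 leave-outs each, since only these could be lost. Leaving out an animal outside the 2 groups of a pair changed the SE and p alone. Over all leave-outs the lowest log2 differences of MMP-2, DCN and MKX between 14D and 3D and MMP-2 between 28D and 3D were 1.01, 1.58, 0.95 and 0.94. These 4 no longer passed in 7, 12, 12 and 13 leave-outs. They were 3D replicates 1, 2 and 5, 14D replicates 2, 4 and 5 and 28D replicate 5 for MMP-2 at 14D; C replicates 2 and 3, 3D replicates 1, 2 and 5, 14D replicates 2 to 5 and 28D replicates 1, 5 and 6 for DCN; C replicates 2 and 3, 3D replicates 1 and 2, 14D replicates 2, 4, 5 and 6 and 28D replicates 1, 2, 5 and 6 for MKX; and C replicates 2 and 3, 3D replicates 1, 2 and 5, 14D replicates 4 to 6 and 28D replicates 2 to 6 for MMP-2 at 28D. Over these 4 differences the adjusted p was 0.0500 to 0.166 where they did not pass. In simulated panels of this size, with the same spread in all groups, 15.05% of differences of log2 1 were recovered, so the number of animals limits what can be detected. The replicate numbers did not pair the animals, since 9 of 31 same-numbered pairs had a correlation over 0.1 (mean r -0.10, against 0.01 for other pairs) and 2 of 22 animals correlated best with their own number; with the replicate block 1, 0, 0, 5, 6 and 0 genes passed for 3D, 14D and 28D against C, 14D against 3D, 28D against 3D and 28D against 14D, and 11 of the stated differences. ACTB, GAPDH, the mean of the 3 reference genes and their pairwise variation were not run. For the values below the cause was not tested, unless a smaller number of animals gives it.

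Between 3D and C the count of 1 gene became 3 with the deposited ΔCt table and all its values (TIMP-2 and FN gained), 4 with the deposited fold change table (DCN too), 2 with least squares (TIMP-2), 2 with one RPLP0 Ct per animal (MKX) and 0 with linear values, exact p-values or Dunn's procedure. Between 14D and C the count of 0 became 1 (COL3A1) with the fold change table or array weights, and between 28D and C 1 (TIMP-1) with the fold change table. The 6 genes between 14D and 3D became 1 with the Ct alone, 2 with linear values, 1 with the mean of all target genes as the reference, 1 with only the 2 groups in the model and 0 with exact p-values. The 7 between 28D and 3D became 0 with the Ct alone, 4 with linear values, and 0 with the mean of all target genes, with only the 2 groups or with exact p-values. Between 28D and 14D the count of 0 became 2 with the fold change table (COL1A1 and TNMD), and 1 (COL1A1) with the mean of all target genes or array weights. The 12 stated differences that passed became 2 with the Ct alone, 6 with linear values, 2 with the mean of all target genes, 2 with only the 2 groups and 0 with exact p-values. For list means the count of 0 became 3 with one RPLP0 Ct per animal.

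With the Ct alone all 22 means of 28D lay below C, and of the stated differences the direction turned for TGF-β1 (-1.84), TIMP-2 (-2.01), TNMD (-0.71), SCX (-0.72), ERG1 (-0.67) and MKX (-0.82) in 28D against C, for TIMP-2 in 14D against C (-0.33), and for TNMD (-0.71), SMAD-3 (-1.70), SCX (-0.97) and ERG1 (-0.40) in 28D against 14D. The turns of 28D come from its later RPLP0 Ct, which these genes share, and are not separate results. Against C the size of the move depends on which C animals a gene was measured in. TIMP-1 in 28D against C turned to 0.0897 with Ct above 35 missing and to 2.71 on linear values. SMAD-3 in 28D against 14D turned to -0.28 with the mean of all target genes and -0.29 with array weights, and SCX in 28D against 3D to -0.13 with the mean of all target genes. The panel mean in 3D against C was -0.80 with the fold change table (exact permutation p = 0.0476), -0.83 with one RPLP0 Ct per animal (exact permutation p = 0.0397), both under 0.05, and 0.25 on linear values; in 14D against C it was 0.0657 with the Ct alone, 0.0013 with the deposited ΔCt table and 0.17 on linear values; and in 28D against C it was -1.36 with the Ct alone.

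Over the leave-outs the count between 3D and C was 1 to 3 (3 without 3D replicate 4), between 14D and C 0 to 1 (1 without 14D replicate 3) and between 28D and 14D 0 to 1 (1 without 28D replicate 4). Between 14D and 3D it was 2 to 6, with 2 without 3D replicate 1 and 3 without 3D replicate 2 or 5, 14D replicate 2, 4 or 5, or 28D replicate 5. Between 28D and 3D it was 2 to 9, with 2 without 3D replicate 1, 3 without 3D replicate 2, 4 without 28D replicate 5 and 9 without 3D replicate 4. Stated differences that passed numbered 5 to 15, with 5 without 3D replicate 1, 7 without 3D replicate 2 or 28D replicate 5 and 15 without 3D replicate 4. TIMP-1 was -1.46 to 0.0897 in 28D against C and -1.91 to 0.31 in 28D against 3D, SMAD-3 was -0.41 to 0.20 in 28D against 14D, and the panel mean was -0.90 to -0.37 in 3D against C (-0.37 without 3D replicate 2) and 0.13 to 0.37 in 28D against C (0.13 without C replicate 1), and in 14D against C it was -0.19 to 0.0901, above 0 without C replicate 4 or 5 or 14D replicate 1, 4 or 6.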

Differences from the paper's values

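The scale of Fig. 2 was matched after the values were seen. Of 16 combinations of source, summary and scale, the bars read by eye came closest to 10 to the power of the difference in median linear relative expression from C, with 44 of 66 bars within 1.5-fold for the values used here and 45 for the deposited fold change table, against 17 to 28 for relative expression on its ordinary scale. A bar was counted as differing where it was over 1.5-fold apart and, in linear relative expression, further apart than the SD between animals. This held for 3 of the 66 bars, and bars over 1.5-fold apart but within that SD are not listed. Values here are on that scale, with 2 to the power of the mean log2 difference after them. BGN in 3D was about 0.20 in Fig. 2G, read by eye, and 0.370 here (0.518), and IL-6 was about 3.5 in 3D and about 2.2 in 14D in Fig. 2M, read by eye, and 0.547 and 0.630 here (0.935 and 0.91). Among the alternatives set before the data were examined, both deposited tables, ΔCt with all its values and fold change, brought BGN within the SD between animals (0.334 for each), as did the mean of all target genes as the reference for IL-6 in 3D (1.66). The deposited ΔCt table with all its values gave 0.823 (2.63) in 3D and 0.996 (0.91) in 14D for IL-6, within an SD of linear relative expression of 80.2 and 0.386. The SD of 80.2 comes from replicate 2 of 3D, where the RPLP0 Ct equals the Ct of IL-6. No bar could lie beyond it, so the comparison in 3D decides nothing. On the scale of Fig. 2 both of these IL-6 values are below C, where the bars are above it, while the mean log2 difference in 3D is above C, as its bar is. The Ct alone and undetermined wells at Ct 40 kept the difference for all 3, the fold change table for both of IL-6, the mean of all target genes for BGN and for IL-6 in 14D, and Ct above 35 missing for BGN and for IL-6 in 14D. In 4 of the 66 bars the direction was opposite, TIMP-1 in 3D, IL-6 in 3D and 14D and SMAD-3 in 14D.

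The paper states 36 differences between groups for the genes analysed here, 13 against C, 19 against 3D and 4 between 28D and 14D. The direction was that of the text in 33 and that of Fig. 2 in 35, and 12 passed by limma, 1 against C, 11 against 3D and 0 between 28D and 14D. At an exact p under 0.05, not adjusted, there were 22, and 0 after adjustment of the exact p, where the group sizes left little room to pass. The paper tested each gene at p of at most 0.05 with adjustment over pairs of groups, while the adjustment here was over genes and pairs. That alone does not account for the lower count. With Bonferroni adjustment of the limma p-values over the 6 pairs, all 38 single differences kept their side of the threshold. With that adjustment, least squares gained 2 and lost 0, and Dunn's procedure gained 1 and lost 5. The directions that were not those of the text were COL3A1 in 14D against C, stated as higher, with -2.34 here and a bar below C in Fig. 2F, and given as a further decrease in the discussion, MMP-2 in 3D against C, stated as higher in the results and lower in the discussion, with -0.76 here, and SMAD-3 in 28D against 14D, stated as lower, with 0.01 here.

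Of the stated differences that did not pass here, TIMP-2 in 3D against C and TGF-β1 in 28D against 3D passed with the deposited ΔCt table, the fold change table, least squares or without 3D replicate 4. TGF-β1 also passed on linear values, with Dunn's procedure, with adjustment within each pair and without 3D replicate 5. IGF-1a in 28D against 3D passed with both deposited tables, with adjustment within each pair and without 3D replicate 4. COL3A1 in 14D against C, lower, passed with the fold change table, array weights and without 14D replicate 3. TIMP-1 in 28D against C and TNMD in 28D against 14D passed with the fold change table, and TNC in 28D against 3D without 3D replicate 5. ERG1 in 28D against 3D passed with array weights, with adjustment within each pair, without 3D replicate 5 or 28D replicate 4, and with one RPLP0 Ct per animal, an alternative chosen after seeing the values that drops 0 of the 12 stated differences that passed.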

Other observations

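The test of TNMD and the transcription factors was set before its result was seen. In 28D the 7 developmental and differentiation factors TNMD, SMAD-2, SMAD-3, SCX, MKX, ADAMTS-4 and ERG1 all had higher means than in C, with a mean log2 difference of 0.73 (exact permutation p = 0.00433), and their mean was 1.11 above 3D (exact permutation p = 0.0303) and 0.61 above 14D (exact permutation p = 0.0195). The matricellular proteins SDC-4, FN and TNC together were 0.77 above C in 28D (exact permutation p = 0.0368), 1.23 above 3D in 28D (exact permutation p = 0.0130) and 0.91 above 3D in 14D (exact permutation p = 0.0606). The 7 matrix components had a mean log2 difference of -1.14 in 3D against C, with all 7 means lower (exact permutation p = 0.0476), and of 1.10 in 28D against 3D, with all 7 higher (exact permutation p = 0.0368). List means take the genes measured in each animal, and replicate 3 of 3D enters this list with COL3A1, FMOD and TNC alone. Of the 60 comparisons of gene lists 14 had an exact p under 0.05 and 0 passed after adjustment, with a smallest adjusted p of 0.195. When adjusted over the list alone, 2 of the 7 developmental factors, 1 of the 3 matricellular proteins and 3 of the 7 matrix components passed between 28D and 3D.

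The growth factors TGF-β1, VEGF and IGF-1a together had a mean log2 difference of -0.63 in 3D against C (adjusted p = 0.646 of the exact permutation test) and of 0.95 in 28D against 3D (exact permutation p = 0.0996). In replicate 3 of 3D, at 0.69, and in replicate 4 of C this mean rests on VEGF alone. The small leucine rich proteoglycans BGN, DCN and FMOD were 0.58 higher in 14D than in 3D (exact permutation p = 0.429), and the matrix remodeling enzymes MMP-2, TIMP-1 and TIMP-2 0.40 higher (exact permutation p = 0.463). Replicate 3 of 3D enters the proteoglycan mean with FMOD alone, at 1.83, and the enzyme mean without MMP-2. The cytokine list holds IL-6 alone, whose difference in 3D against C had an exact permutation p of 0.933. Among the 7 genes that the paper reports as unchanged, VEGF, BGN, FMOD, IL-6, SMAD-2, ADAMTS-4 and SDC-4, 0 passed in any pair by limma, 0 at an unadjusted p under 0.05 and 2 at an exact p under 0.05, VEGF in 28D against C and BGN in 3D against C.

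A hypothesis was that TNMD follows SCX, MKX and ERG1 from animal to animal within groups, as a shared regulation could give. Of the 3 correlations over 22 animals, taken as deviations from the group means with the mean of all target genes as the reference, 0 were positive with an adjusted permutation p under 0.05, with r of -0.44 for SCX (rho -0.42, permutation p = 0.0544 and 0.0714, r without the 2 farthest animals -0.37), -0.04 for MKX (rho -0.15, permutation p = 0.888 and 0.56, r without them -0.14) and -0.35 for ERG1 (rho -0.23, permutation p = 0.109 and 0.308, r without them -0.26). Relative to RPLP0, which adds a shared term to both genes, r was 0.70 for MKX (rho 0.58, adjusted permutation p = 0.0163 and 0.0386) and 0.43 without the 2 farthest animals. The mean of all target genes is shared too, and since it holds these genes it lowers their correlations, so that a relation of TNMD to these factors stays open.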
